# m^6^A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics

**DOI:** 10.1038/s41594-025-01663-w

**Published:** 2025-09-09

**Authors:** Guifeng Wei, Heather Coker, Lisa Rodermund, Mafalda Almeida, Holly L. Roach, Tatyana B. Nesterova, Neil Brockdorff

**Keywords:** Long non-coding RNAs, Gene silencing, RNA, RNA, RNA modification

## Abstract

X-chromosome inactivation (XCI) in mammals is orchestrated by the noncoding RNA X-inactive-specific transcript (Xist) that, together with specific interacting proteins, functions in *cis* to silence an entire X chromosome. Defined sites on Xist RNA carry the *N*^6^-methyladenosine (m^6^A) modification and perturbation of the m^6^A writer complex has been found to abrogate Xist-mediated gene silencing. However, the relative contribution of m^6^A and its mechanism of action remain unclear. Here we investigate the role of m^6^A in XCI by applying rapid degron-mediated depletion of METTL3, the catalytic subunit of the m^6^A writer complex, an approach that minimizes indirect effects because of transcriptome-wide depletion of m^6^A. We find that acute loss of METTL3 and m^6^A accelerates Xist-mediated gene silencing and this correlates with increased levels and stability of Xist transcripts. We show that Xist RNA turnover is mediated by the nuclear exosome targeting complex but is independent of the principal nuclear m^6^A reader protein YTHDC1. Our findings demonstrate that the primary function of m^6^A on Xist RNA is to promote Xist RNA turnover, which in turn regulates XCI dynamics.

## Abstract (web summary)

Wei et al. show that the primary function of m^6^A on the nuclear long noncoding RNA Xist, a master regulator of X inactivation, is to promote RNA degradation. Xist turnover is mediated by the nuclear exosome targeting complex and occurs independently of the nuclear m^6^A reader YTHDC1.

## Main

X-chromosome inactivation (XCI) is a developmentally regulated process that evolved in mammals to equalize the levels of X-linked gene expression in XX females relative to XY males^1^. Silencing of a single X chromosome in cells of XX embryos is orchestrated by the X-inactive-specific transcript (Xist), a ~17-kb noncoding RNA, which accumulates in *cis* across the future inactive X (Xi) chromosome^2–5^. Functional elements within Xist RNA have been assigned in large part to tandem repeat blocks labeled A–F that are distributed across the length of the transcript. Most notably, the 5′-end-located A-repeat element has been found to be critical for Xist-mediated gene silencing^6^. Identification of RNA-binding proteins (RBPs) that interact with the A-repeat and other elements has been achieved using both proteomic^7–9^ and functional genetic screening^10,11^ strategies. These approaches led to the identification of the RBP SPEN as a critical factor for Xist-mediated silencing, functioning by binding to Xist A-repeat region^12^ and recruitment of the NCoR–HDAC3 histone deacetylase complex^7,13^. The Polycomb system, which contributes to Xi silencing, is recruited by the RBP hnRNPK, which binds to the Xist B/C-repeat region^14,15^. Another RBP, the SPEN-related protein RBM15, was identified using both proteomic and functional screening^8,10^. Follow-up studies have shown that RBM15 is an accessory subunit of the multiprotein complex that catalyzes RNA *N*^6^-methyladenosine (m^6^A)^16^. Other subunits of the m^6^A writer complex, particularly WTAP, were also identified in the Xist proteomic and functional screening experiments^8,10^. Notably, the recruitment of both RBM15 and WTAP to Xist depends on the Xist A-repeat region^8^.

Building on initial observations implicating the m^6^A writer complex in XCI, it was reported that RBM15 directs m^6^A activity to two sites immediately downstream of the Xist A-repeat and E-repeat regions and perturbation of the complex, or of the protein YTHDC1, which binds to m^6^A-modified RNA in the nucleus, strongly abrogates Xist-mediated gene silencing^16^. In contrast, other studies that analyzed Xist-mediated gene silencing reported minor or negligible effects on XCI following knockout of genes encoding subunits of the m^6^A writer complex^17^ or following deletion of m^6^A sites in the vicinity of the Xist A-repeat^17,18^. Likely explanations for these discrepancies include the use of different cell models, different assays to assess Xist-mediated silencing and different strategies for perturbation of the m^6^A writer complex^19^. Of particular note is that m^6^A impacts the function of several thousand mRNAs such that chronic or long-term gene knockout studies have the potential to lead to notable secondary or indirect effects.

In this study, we exploit an alternative approach, acute protein depletion with the dTAG degron system^20^, to investigate the role of the m^6^A writer complex in Xist-mediated silencing. Our study demonstrates that the primary function of m^6^A on Xist RNA is to promote transcript turnover and that removal of METTL3 increases the rate of Xist-mediated silencing. Additionally, we find that the nuclear exosome targeting (NEXT) complex is essential for Xist degradation through a pathway that functions independently of the major nuclear m^6^A reader protein YTHDC1.

## Results

### Acute METTL3 depletion accelerates Xist-mediated gene silencing

In recent work, we analyzed the role of m^6^A in regulating nascent RNA processing, making use of the dTAG degron system^21^ to rapidly deplete METTL3, the catalytic subunit of the m^6^A writer complex, in iXist-ChrX_Cast_ (clone C7H8) mouse embryonic stem cells (mES cells)^17^. We used MeRIP-seq (m^6^A RNA immunoprecipitation and sequencing) to show that acute depletion of METTL3 for 2 h, followed by 24 h of Xist induction with continued METTL3 depletion, results in a rapid transcriptome-wide loss of m^6^A, including at major peaks in proximity to the A-repeat (exon 1) and E-repeat (exon 7) of Xist^21^. To further verify this finding, we performed an extended METTL3 depletion (24 h) before Xist induction (Extended Data Fig. 1a). Both conditions result in a near complete loss of the majority of m^6^A peaks across the transcriptome, including those on Xist (Extended Data Fig. 1b–e).

Here, we used the same degron strategy to investigate how acute loss of METTL3 and m^6^A affects Xist-mediated chromosome silencing. iXist-ChrX_Cast_ mES cells have an interspecific *Mus castaneus* × 129 strain background with a stable XX karyotype and are engineered with a TetOn promoter for induction of Xist expression specifically from the *Mus castaneus* X chromosome^17^. Accordingly, we are able to isolate chromatin-associated RNA and subject it to sequencing (ChrRNA-seq) to accurately determine the relative expression level of active X (Xa) and Xi alleles for a large number of X-linked genes that have informative single-nucleotide polymorphisms (SNPs). In addition to two previously described lines with a METTL3 C-terminal FKBP12^F36V^ tag^21^, we derived two independent lines with METTL3 tagged with FKBP12^F36V^ on the N terminus (Fig. 1a) in the iXist-ChrX_Cast_ background. In all FKBP12^F36V^-tagged cell lines METTL3 depletion occurred rapidly, within 2 h of adding the dTAG-13 reagent (Fig. 1b and Extended Data Fig. 2a), and moreover resulted in strongly reduced levels of METTL14, a subunit of the m^6^A complex that heterodimerizes with METTL3 (Fig. 1b and Extended Data Fig. 2b). We noted a reduction in levels of N-terminal FKBP12^F36V^–METTL3, indicating that insertion of the tag affects translation or stability of METTL3 protein (Extended Data Fig. 2c).

**Fig. 1:**
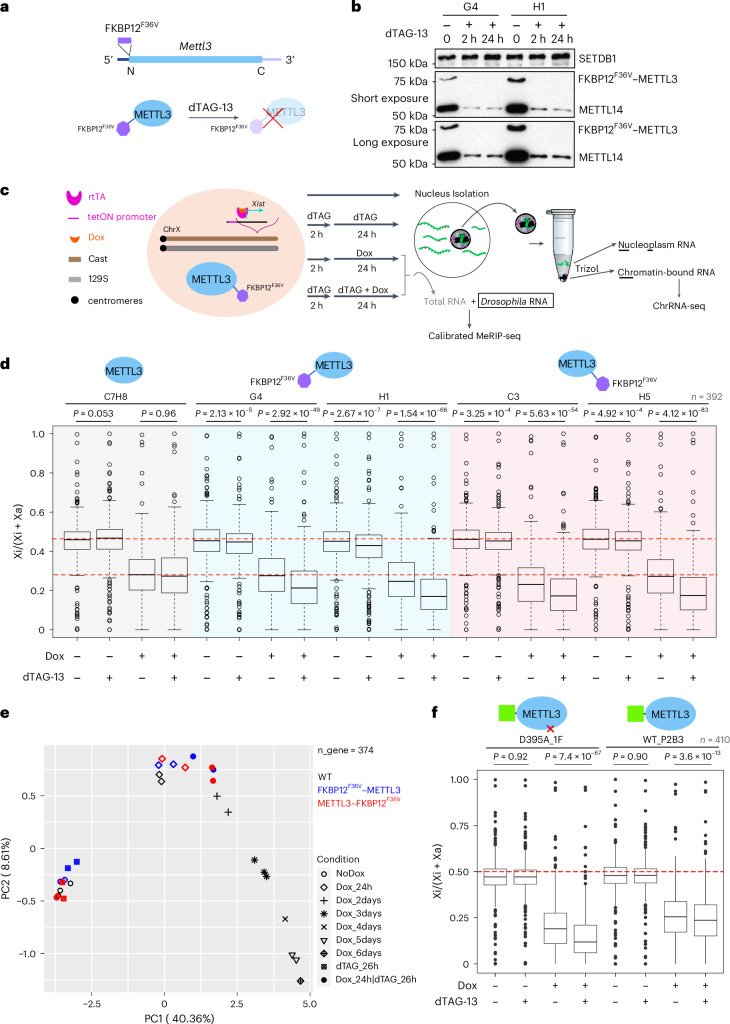
Acute depletion of METTL3 results in accelerated XCI. **a**, Schematic outline of N-terminal FKBP12^F36V^ tagging of METTL3. **b**, Western blot showing the FKBP12^F36V^–METTL3 fusion protein and METTL14 protein level for two independent clones (G4 and H1) after 2 or 24 h of dTAG-13 treatment. SETDB1 was used as a loading control. Short (middle) and long (bottom) exposure were also explored. **c**, Schematic outline detailing cell line specification and experimental design. **d**, Box plot showing the allelic ratio of X-linked genes (*n* = 396) from ChrRNA-seq analysis for each sample and condition indicated above and below, respectively. Two independent lines tagged with an N-terminal degron (G4 and H1 clone) and C-terminal FKBP12^F36V^ (C3 and H5 clone) were included for this analysis, alongside untagged WT cells (C7H8 clone). The *y* axis denotes an allelic ratio ranging from 0 to 1. Two red dashed lines indicate the allelic ratio in ES cells (NoDox) and WT cells induced for 1 day with Dox. *P* values were calculated using a two-sided paired *t*-test. **e**, PCA using allelic ratio of X-linked genes (*n* = 374) for samples in **d**, along with time-course WT (C7H8) samples. **f**, Box plot depicting the allelic ratio of X-linked genes (*n* = 410) from ChrRNA-seq analysis for the complementation assay where either GFP–METTL3 (WT_P2B3 clone) or GFP–METTL3-D395A (D395A_1F clone) was expressed from the *Rosa26* locus in a C-terminal METTL3 dTAG degron cell line (H5). Both WT_P2B3 and D395A_1F clones retain both X_cast_ and X_129_. The red dashed line indicates the allelic ratio at 0.5. Samples and conditions are indicated above and below, respectively. *P* values were calculated using a two-sided paired *t*-test. Two biological replicates were averaged. In box plots (**d**,**f**), center lines indicate the median, box limits indicate the first and third quartiles and whiskers indicate 1.5× the interquartile range (IQR). Source data

We went on to quantify Xist-mediated silencing following METTL3 depletion as outlined in Fig. 1c. We analyzed silencing at an early time point, after 24 h Xist induction (with or without prior dTAG-13 treatment for 2 h), to minimize potential indirect effects of m^6^A depletion (Xist-mediated silencing in the iXist-ChrX_Cast_ mES cells occurs progressively over a period of around 6 days^22^). The results are summarized in Fig. 1d. In the absence of dTAG-13 reagent, silencing levels in FKBP12^F36V^-tagged lines were very similar to those seen in control (C7H8) cells, indicating that there are no effects attributable to addition of the degron at the C or N terminus of METTL3. Interestingly, addition of dTAG-13 resulted in a highly reproducible enhancement or acceleration of Xist-mediated silencing, evident in all four independently derived clones (Fig. 1d and Extended Data Fig. 1f). Of note, accelerated silencing is the converse of the silencing deficiency reported in prior work using constitutive knockout or knockdown of *METTL3* and other subunits of the m^6^A writer complex^16,17^. This difference likely reflects that acute METTL3 depletion is less influenced by indirect effects compared to chronic knockout experiments. Indeed, global gene expression differences in our study correlate better with m^6^A-modified mRNAs compared to published studies that used long-term knockout approaches^23^ (Extended Data Fig. 2d). Principal component analysis (PCA) comparing silencing in untreated cells with acute depletion of METTL3 after 24 h of Xist induction (Fig. 1e), together with silencing analysis for previously defined gene categories^15,17,22^ (Extended Data Fig. 2e–h), indicated that all X-linked genes are equally affected by accelerated silencing.

To determine whether the observed acceleration of Xist-mediated silencing is attributable to loss of METTL3 catalytic function, we performed complementation experiments using ectopic expression of *GFP–METTL3* transgenes. Transgene constructs were integrated under the control of the *Rosa26* constitutive promoter into the H5 clone with C-terminal degron-tagged METTL3 using CRISPR–Cas9-facilitated homologous recombination. In parallel, we established lines using a transgene encoding GFP–METTL3-D395A, a substitution that ablates METTL3 catalytic activity^24^. Constitutive expression of *GFP–METTL3* transgenes was maintained in both the presence and the absence of dTAG-13 (Extended Data Fig. 3a–c).

Both transgene encoded proteins reversed the observed reduction in METTL14 protein levels (Extended Data Fig. 3b,c versus Fig. 1b and Extended Data Fig. 2b), indicating the formation of stable GFP–METTL3/METTL14 heterodimers. Compared to wild-type (WT) GFP–METTL3, levels of GFP–METTL3-D395A were reduced (Extended Data Figs. 2c and 3b,c). This effect was not seen in the presence of dTAG-13 and is not linked to transcriptional levels (Extended Data Fig. 3b–d). A possible explanation is that METTL3-dependent m^6^A autoregulates the complementary DNA-derived ectopic *METTL3* transcript through RNA degradation. We went on to analyze Xist-mediated silencing in the transgene complementation lines. ChrRNA-seq analysis showed that ectopic expression of WT GFP–METTL3 fully complements the accelerated silencing phenotype observed following dTAG-13 treatment, whereas expression of GFP–METTL3-D395A has no effect (Fig. 1f and Extended Data Fig. 3e).

To confirm that accelerated Xi gene silencing is attributable to METTL3 catalytic activity, we made use of a recently developed pharmacological METTL3 inhibitor, STM2457 (ref. ^25^). STM2457 treatment of parental C7H8 XX mES cells resulted in changed levels of YTHDC1 and WTAP and altered ratios of alternative splicing (Extended Data Fig. 4a,b), as occurs following acute depletion of METTL3 (ref. ^21^). 

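The effect of STM2457, a small molecule that blocks the catalytic activity of METTL3, was measured by ChrRNA-seq, in which RNA that stays with the chromatin fraction is sequenced so that nascent transcripts are enriched. The parental C7H8 XX mES cells carry X chromosomes of different strains, and doxycycline (Dox) induces Xist from the Cast chromosome, which becomes the inactive X (Xi). The other chromosome is the active X (Xa). A total of 7 libraries were used, of which 3 were from DMSO-treated cells, 2 from cells treated with 10 µM STM2457, 1 from cells at 20 µM and 1 from cells at 30 µM. The authors removed rRNA reads, aligned the rest to the N-masked mouse genome (mm10) with STAR, kept unique alignments, counted read pairs over whole transcripts with their strand, and normalized them to the total on genes (RPM). Alignments were split between the alleles with SNPsplit, and the authors gave the allelic ratio Xi/(Xi + Xa) as a fraction for each of 386 X-linked genes. The RPM values of each library were whole multiples of a single step for 100% of the values above 0, which gave back the number of read pairs on genes. These were 20915215, 28030180 and 21472037 in DMSO replicates 1, 2 and 3, 25366220 and 23470182 in 10 µM replicates 1 and 2, 9300549 at 20 µM and 23367051 at 30 µM. The allele-specific reads behind each ratio are unknown, so no interval was computed for a ratio. Each library was summarised by its Xist RPM and by the median allelic ratio over the 386 genes, and tests were made between libraries, not between genes. Autosomal expression split the libraries into 2 sets that did not follow dose alone. Principal component 1 of 13103 autosomal genes held 78.8% of the variance and separated DMSO replicates 1 and 2 and both 10 µM libraries (set 1) from DMSO replicate 3 and the 20 µM and 30 µM libraries (set 2). Each value was therefore compared over all libraries and within the sets, a step chosen after the values were seen.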

We then analyzed Xi gene silencing following treatment of cells with either DMSO or STM2457 for 6 h, followed by 24 h of Xist induction under continued treatment (Extended Data Fig. 4c). ChrRNA-seq analysis revealed that low-dose STM2457 treatment results in a modest increase in Xist RNA levels and accelerated XCI dynamics, with higher doses eliciting a clearly enhanced effect (Extended Data Fig. 4d,e). 

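Xist is transcribed from the minus strand of chromosome X, from 103460372 to 103483233 in mm10, and its main transcript has 7 exons in the GENCODE annotation of the same build. Xist RNA levels were 1540, 1690 and 3209 RPM in DMSO replicates 1, 2 and 3, a mean of 2146 ± 923 RPM (SD, n = 3), and 1654 and 1720 RPM at 10 µM, a mean of 1687 ± 47.0 RPM (SD, n = 2). The single libraries at 20 µM and 30 µM had 4161 RPM (95% Wilson interval 4119 to 4202) and 5172 RPM (5143 to 5201). These intervals cover counting error only. Over all 5 libraries, Xist RNA levels at 10 µM differed from DMSO by -0.27 on the log2 scale (exact permutation test, two-sided, p = 0.9), and the smallest p that 3 libraries against 2 allow is 0.1. With the replicate number as a block, which leaves 2 pairs, the difference was 0.06 (exact permutation test, p = 0.5, the smallest that 2 pairs allow). Same-numbered DMSO and 10 µM libraries deviated together in expression, with a correlation of 0.621 across 13599 genes. Within the pairs Xist RNA levels were 1.07-fold and 1.02-fold those of DMSO, and the 10 µM values, 1654 and 1720 RPM, overlapped the DMSO values of the same set. Against DMSO replicate 3, the DMSO library of their set, Xist RNA levels were 1.30-fold at 20 µM and 1.61-fold at 30 µM, with no replicate at either dose. Over all 7 libraries log2 Xist RNA levels rose with dose with Pearson's r of 0.737 (exact permutation test, two-sided, p = 0.0619 and adjusted p = 0.0714 over 4 dose relations by Benjamini-Hochberg) and Spearman's rho of 0.674 (exact permutation test, p = 0.114 and adjusted p = 0.114). Without the 20 µM and 30 µM libraries the pooled r was -0.337, so the pooled relation rests on these libraries. This r keeps DMSO replicate 3 with no inhibitor library of its set, whereas within the pairs Xist RNA levels were higher at 10 µM. With each set given its own mean, r was 0.926 (exact permutation test over 36 dose assignments within sets, p = 0.0833 and adjusted p = 0.111). Neither set holds enough libraries for a correlation of its own. The 4 inhibitor libraries of any dose differed from the 3 DMSO libraries by 0.46 on the log2 scale (exact permutation test over 35 splits, two-sided, p = 0.429), and by 0.25 with the sets adjusted (exact permutation test over 18 splits within sets, p = 0.167). Of the alternatives on the log2 scale, the block and leaving out DMSO replicate 3 moved the 10 µM difference most, and both gave a higher level at 10 µM. Leaving out DMSO replicate 1 gave -0.47.

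**Figure D1:**
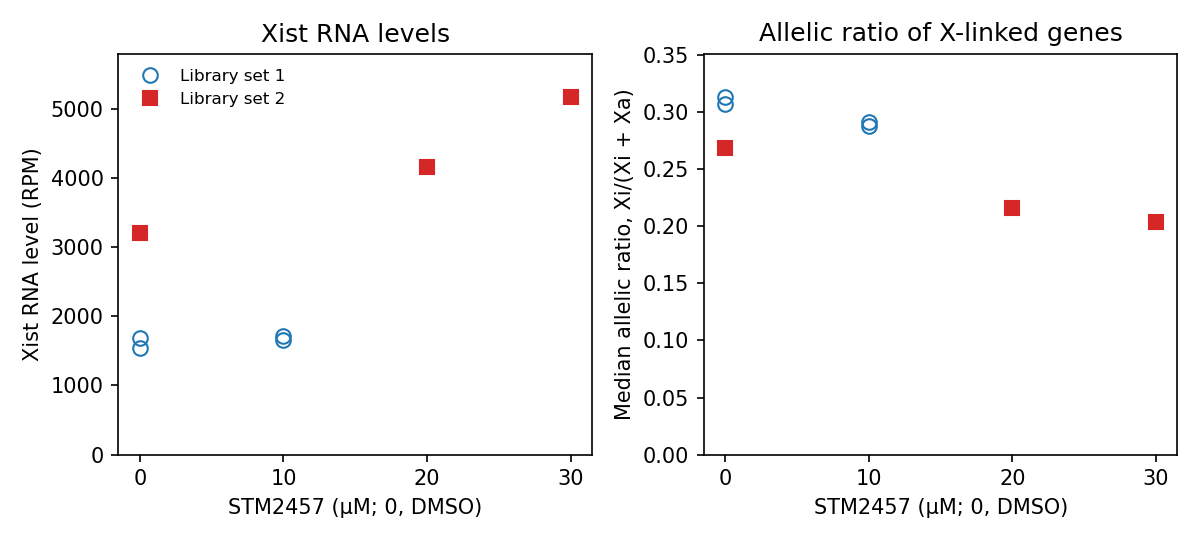
Xist RNA levels (left, RPM) and the median allelic ratio Xi/(Xi + Xa) of 386 X-linked genes (right, fraction) against STM2457 dose in µM, with 0 for DMSO. Each point is 1 library, open circles are library set 1 and filled squares library set 2, and there are no error bars because libraries are shown singly. The DMSO library of set 2 had 3209 RPM of Xist and a median ratio of 0.269, apart from the DMSO libraries of set 1 in both plots.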

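The median allelic ratio was 0.313, 0.307 and 0.269 in DMSO replicates 1, 2 and 3 (mean 0.296 ± 0.0240, SD, n = 3), 0.288 and 0.292 at 10 µM (mean 0.290 ± 0.00244, SD, n = 2), 0.216 at 20 µM and 0.204 at 30 µM. A lower ratio means less RNA from the Xi relative to the Xa. The difference between 10 µM and DMSO was -0.00649 over 5 libraries (exact permutation test, two-sided, p = 0.8), smaller than the spread of the DMSO libraries. It was 0.00529 when only genes at or above the median expression of the 386 were used, although over these genes each 10 µM library lay below the DMSO library of its number, at 0.323 against 0.330 and 0.315 against 0.334. With the replicate number as a block it was -0.0202 (exact permutation test, p = 0.5, the smallest that 2 pairs allow). The same-numbered libraries did not deviate together in the allelic ratio, with a correlation of -0.00941 across genes. In the first pair 276 genes had a lower ratio at 10 µM and 106 a higher one, and in the second pair 267 were lower and 117 higher. Against DMSO replicate 3, 298 genes were lower and 85 higher at 20 µM, and 348 were lower and 36 higher at 30 µM. These genes are not independent replicates. The median allelic ratio fell with dose over all 7 libraries, with Pearson's r of -0.881 (exact permutation test, two-sided, p = 0.0143 and adjusted p = 0.0286 over the 4 dose relations by Benjamini-Hochberg) and Spearman's rho of -0.767 (exact permutation test, p = 0.0571 and adjusted p = 0.114). Without the 20 µM and 30 µM libraries the pooled r was -0.204, so the pooled relation also rests on them. That r keeps DMSO replicate 3, which then has no inhibitor library of its set. Within set 1 both 10 µM libraries lay below both DMSO libraries, with paired differences of -0.0252 and -0.0153 (exact permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). With each library set given its own mean, r was -0.984 (exact permutation test over 36 assignments, p = 0.0278, the smallest they can give and adjusted p = 0.0556). The inhibitor libraries of any dose differed from DMSO by -0.0463 (exact permutation test, two-sided, p = 0.229), and by -0.0356 with the sets adjusted (exact permutation test, p = 0.0556, the smallest the 18 splits within sets can give). Gene by gene, the allelic ratio changed with dose in 55 of 386 X-linked genes (limma on log2 of ratio/(1 - ratio), Benjamini-Hochberg adjusted p under 0.05), all lower, and in 25 genes once the set was included. The steepest falls among the 55 were in 3010001F23Rik (slope -1.73 per 10 µM, standard error 0.241, adjusted p = 0.0173 from limma), Hsd17b10 (slope -1.18, standard error 0.176, adjusted p = 0.0173 from limma) and Gm6938 (slope -1.17, standard error 0.260, adjusted p = 0.0403 from limma). Their mean levels were 4.21, 4.99 and 6.68 RPM. Both 3010001F23Rik and Gm6938 had ratios of 0, which were set to 0.01, and Hsd17b10 had none. Gm6938 did not pass the threshold with the set included (adjusted p = 0.102 from limma), with ratios limited to 0.05 and 0.95 (adjusted p = 0.168 from limma) or with the untransformed ratio (adjusted p = 0.0796 from limma), whereas the other genes did. None of the 3 passed without DMSO replicate 1 or without DMSO replicate 2. In each of these fits 0 of the 386 genes passed, against 168 without DMSO replicate 3. The list of 55 thus depends on which DMSO libraries are kept.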

Collectively, these results confirm the role of METTL3 in regulating the rate of Xist-mediated silencing and further support that METTL3 function in this scenario is through m^6^A catalysis.

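The allelic ratio can fall because RNA from the Xi falls or because RNA from the Xa rises, and the 2 were separated by multiplying the RPM of each X-linked gene by its ratio and by 1 minus its ratio. Each library's value was the median over genes of log2 of the level relative to the DMSO mean. The median Xi level was 0.10, 0.03 and -0.16 in DMSO replicates 1, 2 and 3, -0.06 and -0.10 at 10 µM, -0.58 at 20 µM and -0.67 at 30 µM. It fell with dose, with Pearson's r of -0.909 (exact permutation test, two-sided, p = 0.00952 and adjusted p = 0.0286 over 4 dose relations) and Spearman's rho of -0.767 (exact permutation test, p = 0.0571 and adjusted p = 0.114). Without the 20 µM and 30 µM libraries r was -0.360. Within the library sets the median Xi level differed from DMSO by -0.16 and -0.12 in the 10 µM pairs, -0.42 at 20 µM and -0.51 at 30 µM, and the set-adjusted r was -0.974 (exact permutation test, p = 0.0278, the smallest the 36 assignments can give and adjusted p = 0.0556). The median Xa level lay between -0.04 and 0.07 in all 7 libraries. Its r with dose was 0.707 (exact permutation test, p = 0.0714 and adjusted p = 0.0714), rho was 0.674 (exact permutation test, p = 0.114 and adjusted p = 0.114), r without the 20 µM and 30 µM libraries was -0.250, and the set-adjusted r was 0.611 (exact permutation test, p = 0.306 and adjusted p = 0.306). The paper takes its results collectively and concludes that METTL3 has a role in regulating the rate of Xist-mediated silencing, with further support for METTL3 acting here through m6A catalysis.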

### Accelerated XCI is linked to increased levels and stability of Xist RNA

We noted a close correlation between accelerated Xist-mediated silencing and levels of Xist RNA, as determined from ChrRNA-seq datasets. Specifically, increased Xist RNA levels up to approximately twofold were apparent following acute METTL3 depletion in the independent N-terminally and C-terminally tagged cell lines (Fig. 2a and Extended Data Fig. 1f). Additionally, complementation with WT GFP–METTL3 but not GFP–METTL3-D395A restored Xist RNA levels to those seen in untreated cells (Fig. 2b and Extended Data Fig. 3f).

**Fig. 2:**
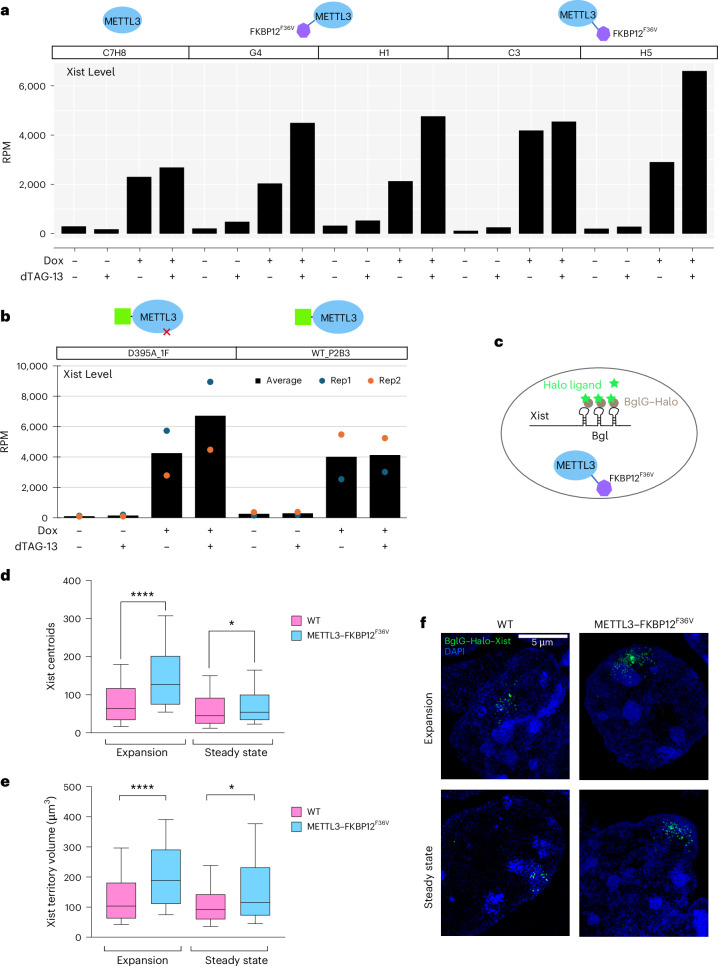
Xist RNA levels are elevated following acute depletion of METTL3. **a**, Bar plot showing the expression level (RPM; reads per million mapped reads) of Xist from ChrRNA-seq analysis for each sample and condition described in Fig. 1d. Each bar represents one or two biological replicates. **b**, Expression level of Xist, as in **a**, from ChrRNA-seq analysis for samples and conditions described in Fig. 1f. Two biological replicates were averaged. **c**, Schematic of cell line with METTL3 dTAG degron and Xist exon 7 18× Bgl stem-loop bound by BglG–Halo fusion protein for fluorescent imaging of Xist RNA. **d**,**e**, Box plots showing the number of Xist molecules (**d**) and Xist cloud volume (**e**) analyzed by RNA-SPLIT for both WT (pink; data from a previous study^26^) and METTL3 dTAG-depleted cells (blue) at both the expansion phase (1.5 h of Xist induction) and steady-state phase (24 h of Xist induction), with *n* > 123 cells. Significance was determined using a two-tailed Mann–Whitney test (*P = 0.0135 in **d** and *P = 0.0194 in **e**; ****P < 0.0001). Center lines indicate the median, box limits indicate the first and third quartiles and whiskers indicate 1.5× the IQR. **f**, Representative 3D-SIM images (maximum projection) of Xist RNA (HaloTag, green) in WT (data from a previous study^26^) and METTL3–FKBP12^F36V^ cells at both expansion and steady-state phases. DNA is counterstained with DAPI (blue). Source data

To further investigate the effect of acute METTL3 depletion on Xist RNA, we used super-resolution three-dimensional structured illumination microscopy (3D-SIM) imaging to assay features of Xist RNA domains at the single-cell level. For these experiments, we engineered the METTL3 C-terminal degron into previously described iXist-ChrX_129_ XX mES cells in which the TetOn-inducible Xist allele has a Bgl stem-loop array integrated into Xist exon 7, allowing detection of Xist RNA molecules through binding of a BglG–HaloTag fusion protein labeled with fluorescent Halo dyes^26^ (Fig. 2c and Extended Data Fig. 2a). In prior work using this system, we reported that Xist RNA accumulates to maximal levels of around 50–100 molecules per cell over a period of 1.5–5 h, referred to as the expansion phase. A time point of 24 h was previously selected where Xist RNA levels have attained a steady state. Using these parameters, we observed an increase in the number of Xist molecules following acute METTL3 depletion (Fig. 2d,f), in agreement with the ChrRNA-seq data. In addition, the volume encompassing Xist centroids (overall Xist domain size) was also significantly increased at 1.5 h (expansion phase) and 24 h (steady-state phase) of Xist induction (Fig. 2e,f). These observations confirm that acute depletion of METTL3 and m^6^A leads to increased Xist RNA levels and an enlarged Xist domains corresponding to the Xi territory.

We also investigated whether other well-characterized nuclear long noncoding RNAs (lncRNAs) that are m^6^A modified are similarly affected by acute METTL3 depletion. Accordingly we examined levels of Neat1, Malat1 and Kcnq1ot1 RNAs, all of which are expressed in mES cells and have high levels of METTL3-dependent m^6^A (Extended Data Fig. 5a–c). Levels of Neat1 and Malat1 were unaffected by acute METTL3 depletion; however, similarly to Xist RNA, Kcnq1ot1 levels increased approximately 1.5–2-fold (Extended Data Fig. 5d–f). The effect on Kcnq1ot1 levels was dependent on METTL3 catalytic activity (Extended Data Fig. 5f, right).

Increased abundance of Xist RNA following acute depletion of METTL3 could result from changes in the rate of Xist RNA transcription and/or RNA turnover. To investigate these possibilities, we applied RNA-SPLIT (sequential pulse localization imaging over time) coupled to super-resolution 3D-SIM microscopy^26^ to differentially label successive waves of Xist transcripts (presynthesized and newly synthesized) before fixation. The labeling regimen for determining turnover rates is shown in Fig. 3a. Experiments were performed at both the expansion phase and the steady-state phase using a 20-min interval. A 2-h dTAG-13 treatment was performed before Xist induction to minimize secondary or indirect effects. Example images in Fig. 3b are from the expansion phase. As shown previously, turnover of Xist RNA occurs within 140 min at the expansion phase and 220 min at the steady-state phase^26^ (Fig. 3b,c). In marked contrast, following acute METTL3 depletion, there was little Xist RNA turnover detectable across the entire time course of the experiment (220 min) during both the expansion and the steady-state phases (Fig. 3b,c and Supplementary Fig. 1). Reduced turnover of Xist transcripts was also demonstrated using an orthogonal approach, SLAM-seq^27^, based on transient 4sU labeling of newly synthesized RNA (Extended Data Fig. 6a–c). Allele-specific analysis using these sequencing data confirmed accelerated silencing and increased Xist RNA levels following acute METTL3 depletion (Extended Data Fig. 7).

**Fig. 3:**
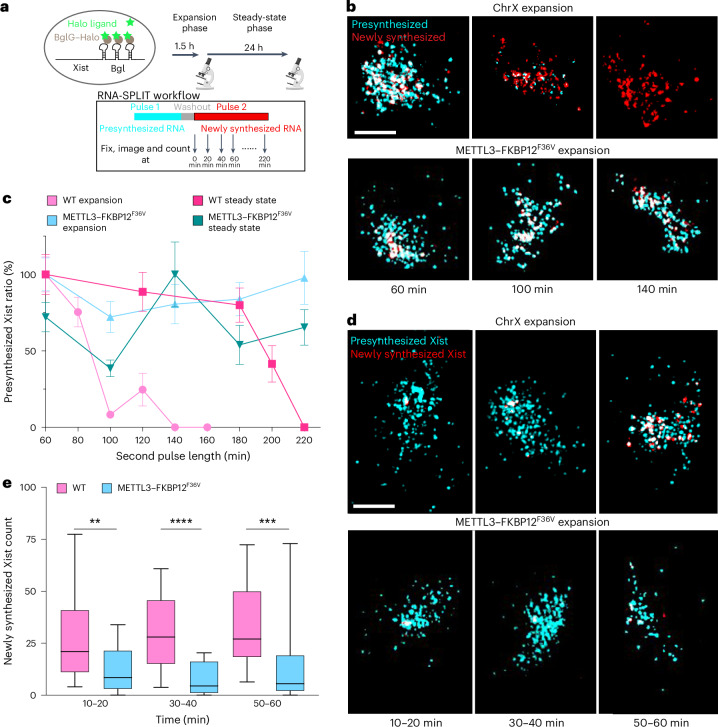
Acute depletion of METTL3 stabilizes Xist RNA. **a**, Schematic detailing RNA-SPLIT to assess the rate of Xist RNA turnover. **b**, Representative 3D-SIM images illustrating *z*-project of presynthesized (cyan) and newly synthesized (red) Xist molecules during expansion phase for WT (top; data from a previous study^26^) and METTL3 dTAG cells (bottom). Images are representative of 60, 100 and 140 min of pulse 2 labeling. Scale bar, 2 μm. **c**, Plot showing quantification of Xist RNA turnover during expansion (pink and light blue) and steady state (magenta and turquoise) for WT (pink and magenta; data from a previous study^26^), METTL3 dTAG (light blue and turquoise), with *n* > 20 cells per time point. Error bars represent the s.e.m. and the centers indicate the mean. **d**, As in **b** but images are representative of pulse 2 labeling at indicated times. Scale bar, 2 μm. **e**, Box plot showing Xist RNA transcription over time during expansion phase for WT (pink; data from a previous study^26^) and dTAG-13-treated METTL3 degron cells (blue), with *n* > 22 cells per time point. Significance was determined using a two-tailed Mann–Whitney test (**P = 0.0091, ***P = 0.008 and ****P < 0.0001). Center lines indicate the median, box limits indicate the first and third quartiles and whiskers indicate 1.5× the IQR. Source data

We further applied RNA-SPLIT to measure Xist transcription rates in the presence and absence of m^6^A, achieved by quantifying foci for newly synthesized Xist RNA over time during expansion phase. As shown in Fig. 3d,e, there is a significantly reduced transcription rate in the acute METTL3 depletion condition compared to WT cells. This finding is consistent with prior work demonstrating a feedback mechanism that links Xist transcription and turnover^26^. Accordingly, we conclude that loss of m^6^A results in accelerated X-chromosome silencing because of overaccumulation of Xist transcripts.

### Xist RNA turnover is mediated by the ZCCHC8–NEXT complex independently of YTHDC1

The cellular functions of m^6^A are mediated by reader proteins that can bridge to downstream pathways. YTHDC1 is the best-characterized protein that directly recognizes m^6^A in the nucleus^28^. Interestingly, YTHDC1 coimmunoprecipitation experiments revealed an association with ZCCHC8, a core subunit of the NEXT complex that targets nonpolyadenylated transcripts in the nucleus for degradation^29^. Both YTHDC1 and ZCCHC8 have a role in degrading nonpolyadenylated chromatin-associated regulatory RNAs (carRNAs), for example, PROMPTs and eRNAs^30,31^. Consistent with this finding, ZCCHC8 has been reported to interact with YTHDC1 in experiments using stable isotope labeling in cell culture and mass spectrometry^29^. The YTHDC1–RNA exosome axis has also been implicated in the degradation of other nuclear RNAs, for example, SμGLT lncRNA^32^ and *C9ORF72* repeat RNA^33^.

To investigate whether YTHDC1 is important for regulating Xist RNA turnover, we used CRISPR–Cas9 facilitated genome editing to establish XX mES cell-derived lines with the FKBP12^F36V^ degron tag inserted into the gene encoding YTHDC1 (Fig. 4a). YTHDC1 depletion on addition of dTAG-13 reagent was validated by western blot analysis (Fig. 4b,c) and examination of the effects on *Tor1aip2* alternative last exon splicing, which is significantly affected by METTL3 and m^6^A and conditional *YTHDC1* knockout^21^ (Extended Data Fig. 8a,b). We went on to assay Xist-mediated silencing and Xist RNA levels following YTHDC1 depletion as described above. We observed no increase in the silencing rate or in the levels of Xist RNA in two independent degron-tagged cell lines (Fig. 4d,e and Extended Data Fig. 8c,d). If anything, both Xist RNA levels and the silencing efficiency of X-linked genes appeared modestly reduced compared to controls. However, this reduction was notably less pronounced than that observed with acute depletion of known XCI regulators, for example PCGF3/5 (ref. ^22^) (Fig. 4d). Additionally, there was little or no effect on Xist RNA stability by acute depletion of YTHDC1, as determined by SLAM-seq (Extended Data Fig. 6c). Similarly, Kcnq1ot1 RNA, levels of which increase following METTL3 depletion, were unaffected by YTHDC1 depletion (Extended Data Fig. 5g–i, left).

**Fig. 4:**
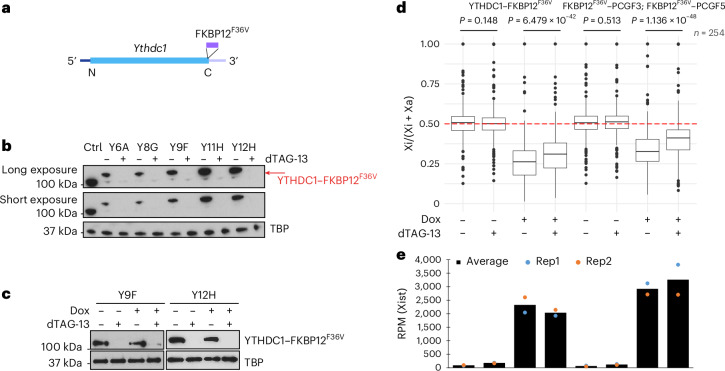
Xist RNA turnover is independent of the m^6^A nuclear reader protein YTHDC1. **a**, Strategy for in-frame insertion of FKBP12^F36V^ into YTHDC1. **b**, Western blot showing the protein size and level of YTHDC1 upon 0 or 2 h of dTAG-13 treatment. The tagged protein is indicated by the red arrow. TBP was used as a loading control. The blot is representative of three biologically independent experiments. **c**, Western blot showing the protein level of YTHDC1–FKBP12^F36V^ for ChrRNA-seq samples shown in **d**. TBP was used as a loading control. **d**, Box plot showing the allelic ratio of X-linked genes (*n* = 263) from ChrRNA-seq analysis for YTHDC1 dTAG degron (left 4 samples) and published data on PCGF3/5 degron (right 4 samples) mES cells. The experimental design is as described in Fig. 1c. The red dashed line indicates allelic ratio at 0.5. Samples and conditions are indicated above and below, respectively. *P* values, as indicated, were calculated using a two-sided paired *t*-test. Two replicates were averaged. Center lines indicate the median, box limits indicate the first and third quartiles and whiskers indicate 1.5× the IQR. **e**, Bar plot showing the expression level of Xist from ChrRNA-seq analysis for samples and conditions described in **d**, with individual replicates represented as dots. Source data

We went on to investigate the role of the NEXT complex in Xist RNA turnover by inserting the FKBP12^F36V^ degron tag into the gene encoding the core subunit ZCCHC8 in XX mES cells (Fig. 5a and Extended Data Fig. 9a,b). As an additional control, we established XX mES cell lines with the FKBP12^F36V^ degron tag inserted into the gene encoding ZFC3H1, an essential subunit of the poly(A) tail exosome targeting (PAXT) complex^34^ (Fig. 5b and Extended Data Fig. 9a,c). PAXT mediates an alternate pathway for degradation of polyadenylated RNA in the nucleus, potentially functioning as a timer to remove aberrant RNAs that are not efficiently exported^34^. dTAG-13 treatment led to rapid and complete depletion of the FKBP12^F36V^-tagged proteins within 2 h (Fig. 5a,b). We noted that m^6^A-dependent alternative last exon splicing of the *Tor1aip2* gene was not affected by acute depletion of ZCCHC8 or ZFC3H1, indicating that neither NEXT nor PAXT is required for m^6^A deposition on target mRNAs (Extended Data Fig. 9d,e). Acute ZCCHC8 depletion was further validated by monitoring upregulation of PROMPTs (Extended Data Fig. 10a,b).

**Fig. 5:**
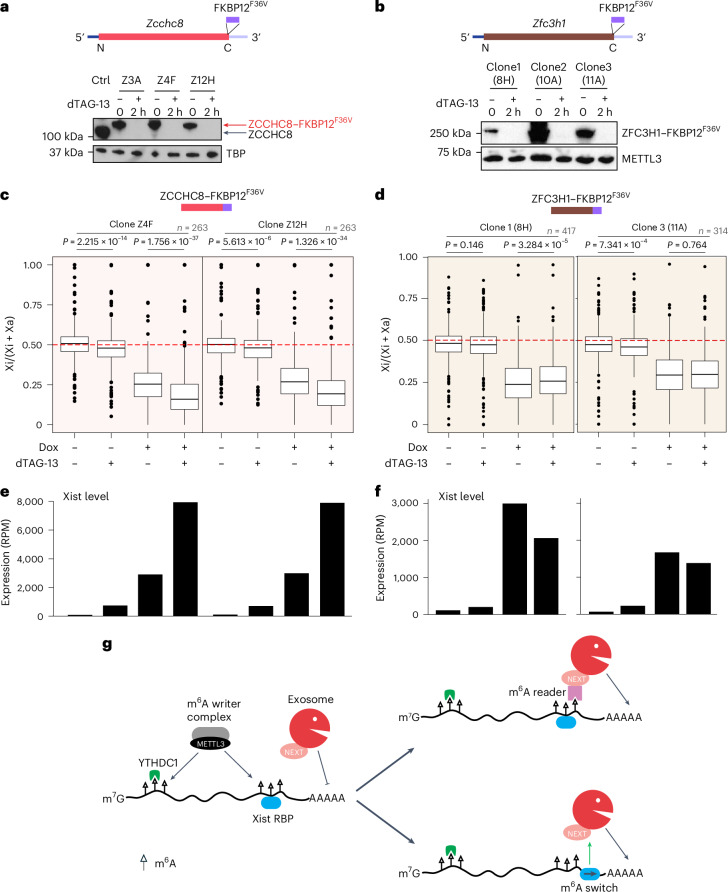
The NEXT complex mediates Xist RNA turnover in the cell nucleus. **a**, Top, strategy showing in-frame insertion of FKBP12^F36V^ into ZCCHC8. Bottom, western blot showing the protein level of ZCCHC8–FKBP12^F36V^ after 0 or 2 h of dTAG-13 treatment. TBP was used as a loading control. The red and black arrows indicate the protein size for ZCCHC8–FKBP12^F36V^ and untagged ZCCHC8. **b**, As in **a** but for ZFC3H1. METTL3 was used as a loading control. **c**, Box plot showing the allelic ratio of X-linked genes from ChrRNA-seq analysis for ZCCHC8 dTAG degron samples. The experimental design is as described in Fig. 1c. The red dashed line indicates the allelic ratio at 0.5. Samples (two independent clones, Z4F and Z12H) and conditions are indicated above and below, respectively. *P* values, as indicated, were calculated using a two-sided paired *t*-test. **d**, As in **c** but for ZFC3H1. Note that only the proximal 138 MB of X chromosome in the 11A clone is informative for allelic-speific analysis. In box plots (**c**,**d**), center lines indicate the median, box limits indicate the first and third quartiles and whiskers indicate 1.5× the IQR. **e**, Bar plot showing the expression level of Xist from ChrRNA-seq analysis for samples and conditions described in **c**. **f**, As in **e** but for ZFC3H1 clones described in **d**. Each bar in **e**,**f** represents one biological replicate. **g**, Schematic depicting alternative models for m^6^A-mediated regulation of Xist RNA turnover as discussed in the main text. m^6^A sites are indicated as lollipops with open triangle. Source data

We went on to perform ChrRNA-seq to assay Xist-mediated silencing after 24 h of Xist induction, in either the presence or the absence of NEXT or PAXT complexes using the approach described above for analysis of METTL3 and YTHDC1. As shown in Fig. 5c, acute depletion of ZCCHC8 resulted in strongly accelerated silencing, whereas depletion of ZFC3H1 resulted in a marginal reduction in gene silencing (Fig. 5d). Consistent with these observations, Xist RNA levels were elevated following depletion of ZCCHC8 but not of ZFC3H1, where Xist levels were slightly lower if anything (consistent with marginally reduced gene silencing) (Fig. 5e,f). The higher Xist RNA levels and stability following acute ZCCHC8 depletion are correlated with an even more marked acceleration of silencing than that was seen with acute METTL3 depletion (Fig. 1d versus Fig. 5c). Upregulation of Xist RNA upon acute depletion of ZCCHC8 and NEXT is evident across the entire transcript (Extended Data Fig. 10c). PCA indicates that accelerated silencing affects X-linked genes equivalently across the X chromosome, which contrasts with the silencing deficiency observed upon knockout of the key silencing factor SPEN or deletion of B/C-repeats in Xist (Extended Data Fig. 10d). Levels of Kcnq1ot1 RNA were similarly elevated following acute depletion of ZCCHC8 but not ZFC3H1 (Extended Data Fig. 5g–i, right). SLAM-seq analysis indicates that elevated Xist RNA levels following acute ZCCHC8 depletion are attributable to increased transcript stability (Extended Data Fig. 6c). Taken together these results suggest that m^6^A promotes Xist RNA turnover by the NEXT complex independently of YTHDC1.

## Discussion

The acceleration of Xist-mediated silencing that we observe following acute METTL3 depletion conflicts with prior studies that used long-term knockout or knockdown strategies and reported abrogation of silencing to a greater or lesser degree^16,17^. Differences observed in our experiments are likely attributable to reduced indirect effects from acute as opposed to chronic depletion of METTL3. This conclusion is supported by the observation that global mRNA expression changes show an improved correlation with m^6^A target mRNAs with acute METTL3 depletion compared to chronic knockout or knockdown. Although we cannot pinpoint with certainty why perturbation of the m^6^A pathway in prior studies resulted in abrogated Xist-mediated silencing, a possible explanation could lie in changed levels of mRNAs encoding proteins that regulate expression of key silencing factors. Indeed, mRNAs encoding the silencing factors SPEN, HDAC3 and HNRNPU are all m^6^A modified. Regardless, our findings underscore that caution needs to be exercised in interpreting experiments involving chronic perturbation of the m^6^A pathway because of its roles in regulating transcription and RNA metabolism at a global level^35,36^. Intriguingly, the Xist A-repeat region is bound by RBPs such as SPEN, which promotes Xist RNA stability, and RBM15 and WTAP, which contribute to its destabilization through m^6^A modification. The opposing effects of these pathways on Xist RNA stability highlight a regulatory balance that warrants further investigation.

Our previous work reported that deletion of the m^6^A region in Xist exon 1 has minimal effects on Xist RNA levels and XCI dynamics^17,18^. In this study, we generated a deletion of the m^6^A region within Xist exon 7, either alone or in combination with deletion of the exon 1 m^6^A region, to further investigate the functional contribution of distinct m^6^A regions to Xist RNA regulation. Unexpectedly, deletion of the exon 7 m^6^A region resulted in impaired gene silencing and a marked reduction in Xist RNA levels (Supplementary Fig. 2). Given that the deletion is located far from the Xist promoter, we speculate that the observed reduction in RNA levels is likely because of decreased transcript stability. Notably, the double-deletion line displayed a similar phenotype to the exon 7 m^6^A region single deletion, with no evidence of additive effects (Supplementary Fig. 2). These findings can be interpreted in several ways. The exon 7 m^6^A region may overlap with an important RNA stability element, the activity of which is inhibited by m^6^A deposition. Alternatively, the deletion may impair the activity of a neighboring functional element, such as the Xist E-repeat, which is known to influence Xist RNA localization, or may alter the splicing pattern of the transcript. Lastly, the deletion could lead to structural rearrangements in the RNA by juxtaposing sequences that are normally spatially separated, thereby disrupting higher-order folding of Xist RNA and compromising its stability or function. Disentangling the precise roles of individual m^6^A sites within Xist remains a notable challenge and will require further targeted investigation.

Our results indicate that accelerated silencing following acute METTL3 depletion is linked to increased levels of Xist RNA, which in turn result from decreased Xist RNA turnover. This interpretation is supported by the similar phenotype seen following acute depletion of the NEXT subunit ZCCHC8. We envisage that higher Xist RNA levels result in an increased number of molecules accumulating on the X chromosome, thereby amplifying the recruitment of silencing factors that mediate gene silencing in X inactivation. Of note, the increased Xist RNA levels linked to reduced turnover are tempered by a reduction of Xist transcription rates, consistent with our prior analyses indicating feedback control between Xist transcription and stability^26^. The basis for feedback control between Xist transcription and turnover remains unknown and is an important topic for future studies.

The finding that NEXT but not PAXT regulates Xist RNA turnover is perhaps unexpected given that Xist is polyadenylated and NEXT has been linked to regulating nonpolyadenylated nuclear RNAs such as PROMPTs and eRNAs^37^. One possible explanation is that the poly(A) tail of Xist molecules localized along the Xi chromosome is protected from NEXT activity, for example, by poly(A)-binding proteins such as PABPN1 or by a folded back structure similar to the lncRNA MALAT1 (ref. ^38^). Progressive erosion of this protection over time would, thus, initiate NEXT–exosome complex engagement to trigger degradation from the 3′ end. Consistent with this idea, our previous RNA-SPLIT analysis demonstrates that Xist molecules in WT cells remain relatively stable for an extended period of around 90 min before showing rapid exponential degradation kinetics^26^.

The marked increase in Xist RNA stability, Xist RNA levels and Xi silencing rate observed with both METTL3 and ZCCHC8 depletion, suggests that m^6^A and the NEXT complex function together to regulate Xist RNA turnover. On the basis of prior studies identifying the YTHDC1–NEXT axis and its role in regulating carRNAs, we anticipated that YTHDC1 could bridge Xist RNA with NEXT for m^6^A-mediated control of turnover. However, given that acute YTHDC1 depletion has little to no notable effect on Xist RNA turnover, we speculate that there is an alternative pathway that links m^6^A to the NEXT complex. In support of this idea, we observe no effect of YTHDC1 depletion on levels of the lncRNA Kcnq1ot1 (Extended Data Fig. 5i), which, like Xist, is chromatin associated and functions to silence genes in *cis*^39^. We envisage two possible models, a direct pathway whereby an unidentified reader protein interacts with both m^6^A and NEXT or an indirect pathway where m^6^A enhances the association of Xist RBPs that consequently promote NEXT–exosome complex access and activity on Xist (Fig. 5g). In relation to the latter possibility, hnRNPC and hnRNPA2B1 proteins that have been previously reported to function indirectly through an ‘m^6^A switch’ mechanism^40,41^ were identified in mass spectrometry experiments as Xist RNA interactors^8^. Together with previous reports showing that m^6^A can promote nuclear RNA stability through YTHDC1 (refs. ^42,43^), our findings underscore the complexity and context-dependent nature of m^6^A function in regulating nuclear RNA stability. Additional studies are required to fully elucidate the factors and pathways governing m^6^A-mediated nuclear RNA stability.

In conclusion, we find that the m^6^A pathway functions in conjunction with the NEXT complex to modulate Xist RNA turnover and thereby contributes to the feedback control mechanisms that determine Xist RNA levels during normal development.

## Methods

### Tissue culture

All mES cells were grown in feeder-dependent conditions on gelatinized plates at 37 °C in a 5% CO_2_ incubator. Mitomycin C-inactivated mouse fibroblasts were used as feeders. mES cell medium consisted of DMEM (Thermo Fisher) supplemented with 10% fetal calf serum (Merck), 2 mM l-glutamine (Thermo Fisher), 1× nonessential amino acids (Thermo Fisher), 50 μM β-mercaptoethanol (Thermo Fisher), 50 g ml^−1^ penicillin–streptomycin (Thermo Fisher) and 1 ml of medium conditioned with leukemia-inhibitory factor made in house. Xist expression was induced by the addition of 1 µg ml^−1^ doxycycline (Dox) (Sigma-Aldrich, D9891) for 24 h. Protein of interest with *FKBP12*^F36V^ knock-in was trigged for degradation by the addition of dTAG-13 (100 nM) (gift from J. Bradner lab).

### Molecular cloning and CRISPR–Cas9-mediated knock-in

We followed an established strategy for *FKBP12*^F36V^ knock-in^21^. Briefly, single guide RNA (sgRNA) targeting near the *YTHDC1* or *ZCCHC8* stop codon was designed by online tool CRISPOR^44^ (http://crispor.tefor.net/); oligos were synthesized by Invitrogen and then cloned into pSpCas9(BB)-2A-Puro (PX459) V2.0 (Addgene, 62988) backbone following the instructions. A donor vector was built by Gibson assembly (New England Biolabs) of homology arms (~400 bp) PCR-amplified from genomic DNA and the *FKBP12*^F36V^ sequence amplified from plasmid pLEX_305-N-dTAG (Addgene, 91797)^20^ or other coding sequences (for example, GFP–METTL3) described below. To achieve site-specific mutagenesis from the plasmid, we followed the protocol from the QuikChange Lightning site-directed mutagenesis kit (Agilent) or Gibson assembly. This strategy was used for generating the mES cell line with GFP–METTL3 or GFP–METTL3-D395A at the *Rosa26* locus, as described below. The Cas9 sgRNA-containing plasmid and donor vector were cotransfected at a molar ratio of 1:6 into XX mES cells on a six-well plate using Lipofectamine 2000 according to the manufacturer’s protocol (Thermo Fisher). Transfected cells were passaged at different densities into three Petri dishes with feeders, 24 h after transfection. The next day, cells were subjected to puromycin selection (4.5 μg ml^−1^) for 48 h and then grown in regular mES cell medium until mES cell colonies were ready to be picked and expanded. Western blot analysis was used to screen colonies for *FKBP12*^F36V^ knock-in as this results in slower mobility of the FKBP12^F36V^-fused protein compared to the WT protein in an SDS–PAGE gel and disappearance of the WT band on western blot. Selected clones were further characterized by PCR of genomic DNA and Sanger sequencing to confirm correct knock-in and homozygosity. The karyotype status of the X chromosome was checked by PCR. The sensitivity of selected clones to dTAG-13 treatment was validated by western blot. A summary of clone names can be found in Supplementary Table 1. Primers used in this study are listed in Supplementary Table 2.

### Complementation using *METTL3* or catalytic mutant *METTL3* transgenes in the *Rosa26* locus

CRISPR–Cas9-mediated knock-in was used to integrate *METTL3* or catalytic mutant *METTL3*^D395A^ (ref. ^24^) transgenes into the *Rosa26* locus. To distinguish transgene from endogenous METTL3 and FKBP12^F36V^-tagged METTL3, we added a sequence encoding an in-frame N-terminal GFP tag. sgRNA (CGCCCATCTTCTAGAAAGAC) was used for targeted knock-in. METTL3-D395A was constructed by Gibson assembly. PCR and western blot were used for screening colonies. The expression and nuclear localization of the GFP–METTL3 fusion proteins were confirmed by fluorescence microscopy. Elimination of the X_129_ chromosome occurred in several clones, as indicated in the figure legends. This did not preclude assaying relative silencing efficiency and Xist RNA levels in the presence and absence of Dox and dTAG-13.

### Western blot

Total cell lysates or quantified cell fractionations were resolved on a polyacrylamide gel and transferred onto PVDF or nitrocellulose membrane by quick transfer. Membranes were blocked by incubating them for 1 h at room temperature in 10 ml of 5% w/v Marvell milk powder. Blots were incubated overnight at 4 °C with the primary antibody, washed four times for 10 min with PBST and incubated for 1 h with secondary antibody conjugated to horseradish peroxidase (HRP). After washing five times for 5 min with PBST, bands were visualized using enhanced chemiluminescence (GE Healthcare). TBP, SETDB1 and KAP1 served as loading controls. Antibodies used in this study were anti-METTL3 (Abcam, ab195352), anti-METTL14 (Sigma-Aldrich, HPA038002), anti-RBM15 (Proteintech, 10587-1-AP), anti-YTHDC1 (Sigma-Aldrich, HPA036462), anti-TBP (Abcam, ab51841), anti-WTAP (Proteintech, 10200-1-AP), anti-SETDB1 (Proteintech, 11231-1-AP), anti-ZCCHC8 (Proteintech, 23374-1-AP), anti-ZFC3H1 (Sigma-Aldrich, HPA007151) and anti-KAP1 (Abcam, ab10484), together with anti-rabbit IgG HRP donkey (Amersham, NA934V) and anti-mouse IgG HRP sheep (Amersham, NXA931V). Primary antibodies used for western blot were diluted at 1:1,000 whilst secondary antibodies were diluted at 1:2,000.

### RNA-SPLIT

RNA-SPLIT was carried out as detailed previously^26^. Briefly, mES cells were grown on gelatin-coated 18 × 18-mm no. 1.5H precision coverslips (±5 μm tol.; Marienfeld Superior) in a six-well plate on a layer of feeder cells. When the mES cells reached 60–70% confluency, Xist expression was induced for 1.5 or 24 h using 1 μg ml^−1^ Dox. Cells were then incubated with 50 nM diAcFAM HaloTag ligand (488 nm, Promega) and 1 μg ml^−1^ Dox for 45 min, before being washed with ES cell medium containing 1 μg ml^−1^ Dox for 15 min. Next, different coverslips were incubated with 50 nM JF-585 HaloTag ligand (kindly provided by L. Lavis, Howard Hughes Medical Institute Janelia) and 1 μg ml^−1^ Dox for different times to label newly synthesized Xist RNA molecules, (0, 60, 80, 100, 120, 140, 160, 180, 200 and 220 min to assess Xist turnover or 10, 20, 30, 40, 50 and 60 min to assess Xist RNA transcription dynamics) before being washed with PBS. Cells were fixed for 10 min at room temperature with 2% formaldehyde prepared fresh in PBS (pH 7) before a stepwise exchange to PBST (0.05% Tween-20) and permeabilization with 0.2% Triton X-100 for 10 min, followed by two washes with PBST. Subsequently, cells were incubated with 2 μg ml^−1^ DAPI in PBST for 10 min, before being washed briefly with PBS followed by double-distilled H_2_O. Cells were then mounted centrally on the unfrosted side of Superfrost Plus microscopy slides (VWR) using Vectashield soft mount medium, sealed with clear nail polish and imaged using the DeltaVision OMX V3 Blaze system (GE Healthcare). Images were analyzed as described previously^26^, with all scripts and details of further script refinement to improve usability as detailed.

### ChrRNA-seq

ChrRNA was extracted according to a previous study^17^. Briefly, control or treated mES cells from one confluent 15-cm dish were trypsinized and washed in PBS. Cells were lysed on cold ice in RLB buffer (10 mM Tris pH 7.5, 10 mM KCl, 1.5 mM MgCl_2_ and 0.1% NP-40) and nuclei were purified by centrifugation through a sucrose cushion (24% sucrose in RLB). Pelleted nuclei were resuspended in NUN1 (20 mM Tris-HCl pH 7.5, 75 mM NaCl, 0.5 mM EDTA and 50% glycerol) and then lysed with NUN2 (20 mM HEPES pH 7.9, 300 mM, 7.5 mM MgCl_2_, 0.2 mM EDTA and 1 M urea). Samples were incubated for 15 min on ice with occasional shaking and then centrifuged at 2,800*g* to isolate the insoluble chromatin fraction. The chromatin pellet was resuspended in TRIzol by passing through a 23G needle several times. Finally, ChrRNA was purified through standard TRIzol–chloroform extraction followed by isopropanol precipitation. Samples were treated with two rounds of Turbo DNaseI to remove the DNA contamination. The quality of the ChrRNAs were checked by RNA bioanalyzer. Approximately 250–750 ng of RNA was used for library preparation using the Illumina TruSeq stranded total RNA kit including the ribosomal RNA (rRNA) depletion step (RS-122-2301). Alternatively, Ribo-Magoff (Vazyme, N420) was used for rRNA removal. Libraries were quantified by qPCR with KAPA library quantification DNA standards (Kapa biosystems, KK4903). DNA and RNA concentrations were also determined by Qubit. The libraries were pooled and 2× 81-bp paired-end sequencing was performed using Illumina NextSeq 500 (FC-404-2002).

### ChrRNA-seq data analysis

The ChrRNA-seq data mapping pipeline used in this study was similar to previous work^17^. Briefly, the raw FASTQ files of read pairs were first mapped to an rRNA build by bowtie2 (version 2.3.5 or 2.4.5)^45^ and rRNA-mapped reads were discarded. The remaining unmapped reads were aligned to the ‘N-masked’ genome (mm10) with STAR (version 2.5.2b or 2.7.9a)^46^ using parameters ‘--twopassMode Basic --outSAMstrandField intronMotif --outFilterMismatchNoverReadLmax 0.06 --outFilterMultimapNmax 1 --alignEndsType EndToEnd’ for all the sequencing libraries. Unique alignments were retained for further analysis. We made use of 23,005,850 SNPs between Cast and 129S genomes and used SNPsplit (version 0.4.0dev; Babraham Institute) to split the alignment into distinct alleles (Cast and 129S) using the parameter ‘--paired’. The (allelic) read numbers were counted by the program featureCounts (version 1.5.2) (‘-t transcript -g gene_id -s 2’)^47^ and the alignments were sorted by SAMtools (version 1.16.1)^48^. Files of bigWig were generated by BEDTools (version 2.27.1)^49^ and visualized by Integrated Genomics Viewer (IGV; version 2.17.1)^50^ or UCSC Genome Browser. The metagene profile and heat map were generated by deepTools (version 3.5.5)^51^ and custom Python scripts. For biallelic analysis, counts were normalized to 1 million mapped read pairs using the R package (version 4.1.0 or 4.2.1) edgeR. Genes with at least ten SNP-covering reads across all the samples were used to calculate the allelic ratio of Xi/(Xi + Xa). PCA was performed using the ‘prcomp’ function in R and plotted using the tidyverse (version 2.0.0) ggplot2 package. The allelic ratios of samples derived from SPEN knockout or deletion of Xist B/C-repeat were taken from the previous study^17^. Gene categories including initial X-linked gene expression level and promoter chromatin landscape were taken from previous studies^15,17^ and gene silencing kinetics data were taken from another study^22^.

### MeRIP-seq

MeRIP-seq was performed according to a previously described method^52^ with minor modifications. Briefly, total RNA was isolated from preplated mES cells according to the procedure above. RNA was fragmented by incubation for 6 min at 94 °C in thin-walled PCR tubes with fragmentation buffer (100 mM Tris-HCl and 100 mM ZnCl_2_). Fragmentation was quenched using stop buffer (200 mM EDTA pH 8.0) and incubation on ice more than 1 min, before ensuring the correct size (~100 nt) using RNA Bioanalyzer. Approximately 300 μg of fragmented (~100 nt) RNA was incubated with 10 μg of anti-m^6^A antibody (Synaptic Systems, 202 003), RNasin (Promega), 2 mM VRC, 50 mM Tris, 750 mM NaCl and 5% IGEPAL CA-630 in DNA/RNA low-bind tubes for 2 h before m^6^A-containing RNA was isolated using 200 μl of protein A magnetic beads per immunoprecipitate (preblocked with BSA). After this 2-h incubation, extensive washing with 1× immunoprecipitation buffer (10 mM Tris-HCl pH 7.4, 150 mM NaCl and 0.1% NP-40), 2× low-salt buffer (50 mM Tris-HCl pH 7.4, 50 mM NaCl, 1 mM EDTA, 1% NP-40 and 0.1% SDS), 2× high-salt buffer (50 mM Tris-HCl pH 7.4, 1 M NaCl, 1 mM EDTA, 1% NP-40 and 0.1% SDS and 1× immunoprecipitation buffer was performed to remove the unspecific binding. Next, 6.7 mM m^6^A (Sigma-Aldrich) was used to elute RNA from the beads. Input and eluate samples were coprecipitated with ethanol and Glycoblue, quantified and pooled as libraries generated using TruSeq Stranded total RNA LT sample prep according to the manufacturer’s instructions but skipping the fragmentation step. Finally, 75-bp single-end reads were obtained using Illumina NextSeq 500.

### MeRIP-seq data analysis

MeRIP-seq data analysis procedure was similar to ChrRNA-seq regarding the raw FASTQ read mapping. After mapping, sequencing reads were split into positive and negative strands using SAMtools (version 1.16.1)^48^ and bigWig files were generated accordingly. A total of 10 million mapped reads per library were used to perform normalization. The previously defined m^6^A peak regions^21^ including those on Xist RNA were taken for m^6^A intensity analysis, which is calculated as log_2_(immunoprecipitate/input) with peak intensity close to 0 or less than 0 indicating no m^6^A enrichment. The selected peaks are visualized by IGV (version 2.17.1)^50^.

### Total RNA-seq

METTL3 FKBP12^F36V^-tagged cells (C3 and H5) were either treated with dTAG-13 for 26 h or not. Cells were washed with PBS twice and directly lysed with TRIzol, followed by total RNA isolation as described for ChrRNA-seq. DNA contamination was removed by Turbo DNase I treatment. The quality of the RNAs was checked by RNA bioanalyzer. Approximately 500 ng of total RNA was used for library preparation using the Illumina TruSeq stranded total RNA kit including the rRNA depletion step (RS-122-2301). The libraries were pooled and 2× 81-bp paired-end sequencing was performed using Illumina NextSeq 500 (FC-404-2002).

### Total RNA-seq data analysis

The total RNA-seq data analysis procedure was similar to that for ChrRNA-seq regarding the raw FASTQ reads mapping. PCR duplicates were removed using the Picard (version 2.25.0) command MarkDuplicates. Differentially expressed genes and transposable elements were called by TEtranscripts (version 2.2.1)^53^ with default parameters. Upregulated and downregulated genes called were further cross-compared with m^6^A annotations from previous studies^21,54^.

### SLAM-seq

SLAM-seq was performed using the SLAM-seq kinetics kit catabolic kinetics module (Lexogen, 062.24) as previously described^26^ and shown in Extended Data Fig. 6a. Specifically, cells were grown in gelatin-coated six-well plates after preplating to discard feeder cells. When reaching 60–70% confluency, cells were either untreated or treated with dTAG-13 for 2 h, followed by additional 1 μg ml^−1^ Dox induction for 20 h. Transcribed RNA was then labeled with 4sU by incubation with medium containing 500 μM 4sU (Lexogen) and 1 μg ml^−1^ Dox for another 4 h. The 4sU was withdrawn for all samples by medium washout. Different samples were washed with medium containing 1 μg ml^−1^ Dox and 50 mM uridine (in excess, Lexogen) for 1.5 and 3 h. Cells were washed with PBS once and immediately lysed with TRIzol–chloroform for total RNA isolation. Equal amounts of RNA (5 μg) were treated with iodoacetamide to modify the 4-thiol group of S4U-containing nucleotides through the addition of a carboxyamidomethyl group by the SLAM-seq Kinetics Kit (Lexogen). The RNA was recovered using RNAClean XP beads (Beckman Coulter), followed by resuspension in nuclease-free water. Approximately 500 ng of RNA from each sample was taken forward for library preparation using the Illumina TruSeq stranded total RNA kit (RS-122-2301). Quantification of the libraries was conducted by qPCR using KAPA library quantification DNA standards (Kapa Biosystems, KK4903). Finally, the libraries were pooled and 2× 81-bp paired-end sequencing was performed using Illumina NextSeq500 (FC-404-2002).

### SLAM-seq data analysis

Estimation of RNA half-life was performed using GRAND-SLAM^55^. Briefly, the paired-end sequencing reads were first aligned to rRNA and then the unmapped reads were mapped to mouse genome mm10 by STAR (version 2.5.2b)^46^ with the key parameters ‘--twopassMode Basic --outSAMstrandField intronMotif --outSAMattributes All --outFilterMultimapNmax 1 --outFilterMismatchNoverReadLmax 0.06 --alignEndsType EndToEnd’. Given that T-to-C conversion is the signature of SLAM-seq, the T-to-C conversion rate was calculated as 4sU incorporation and the average of all remaining conversions was calculated as background because of errors from sequencing or library preparation. The T-to-C conversion rate and background rate were calculated accordingly for each sample. The RNA decay was assumed to follow an exponential model; thus, the corresponding background corrected T-to-C conversion rates were fitted to the exponential model to estimate Xist RNA half-life.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-025-01663-w.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2 and Tables 1 and 2.

Reporting Summary

Peer Review File

Supplementary Data 1 Statistical source data for Supplementary Fig. 1.

Supplementary Data 2 Statistical source data for Supplementary Fig. 2.

## Source data

Source Data Fig. 1 Unprocessed western blots.

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Unprocessed western blots.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Unprocessed western blots.

Source Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 2 Unprocessed western blots.

Source Data Extended Data Fig. 3 Unprocessed western blots.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 4 Unprocessed western blots.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Unprocessed western blots.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

High-throughput raw sequencing data and key processed data, including ChrRNA-seq, SLAM-seq, MeRIP-seq and total RNA-seq, were deposited to the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) under accession number GSE279269. The mouse genome (mm10) sequence and gene annotation were downloaded from UCSC genome browser (https://hgdownload.soe.ucsc.edu/downloads.html). The whole-genome collections of SNPs and short indel variants for mouse strains 129S1 and Cast/EiJ (mpg.v5) were downloaded from the mouse genome project (https://www.sanger.ac.uk/data/mouse-genomes-project/). Gene categories including initial X-linked gene expression level were taken from the GEO under accession number GSE119602. Gene silencing kinetics data were taken from the GEO under accession number GSE185843. The promoter chromatin landscape of mm10 genome was retrieved from GitHub (https://github.com/guifengwei/ChromHMM_mESC_mm10). Source data are provided with this paper.

# Supplementary material for: m6A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics
**Source:** Nat Struct Mol Biol. 2025 Sep 9;32(11):2242–51. doi: 10.1038/s41594-025-01663-w
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2 and Tables 1 and 2.

---

# **m<sup>6</sup>A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics**

---

In the format provided by the  
authors and unedited

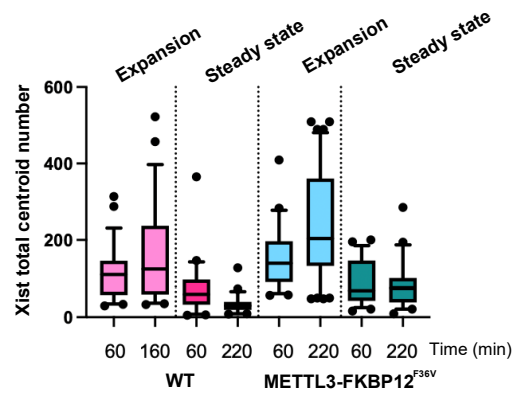

### Supplementary Fig. 1: Xist RNA levels are elevated following acute METTL3 depletion.

Boxplots quantifying total Xist centroid numbers, assessed by RNA-SPLIT, in WT and METTL3 dTAG-depleted cells at both expansion and steady-state phases (corresponding to Fig. 3c). Xist centroid levels are measured at the start and end of each time course. Centre line, median; box, 25th and 75th percentiles; whiskers, 1.5× interquartile range.

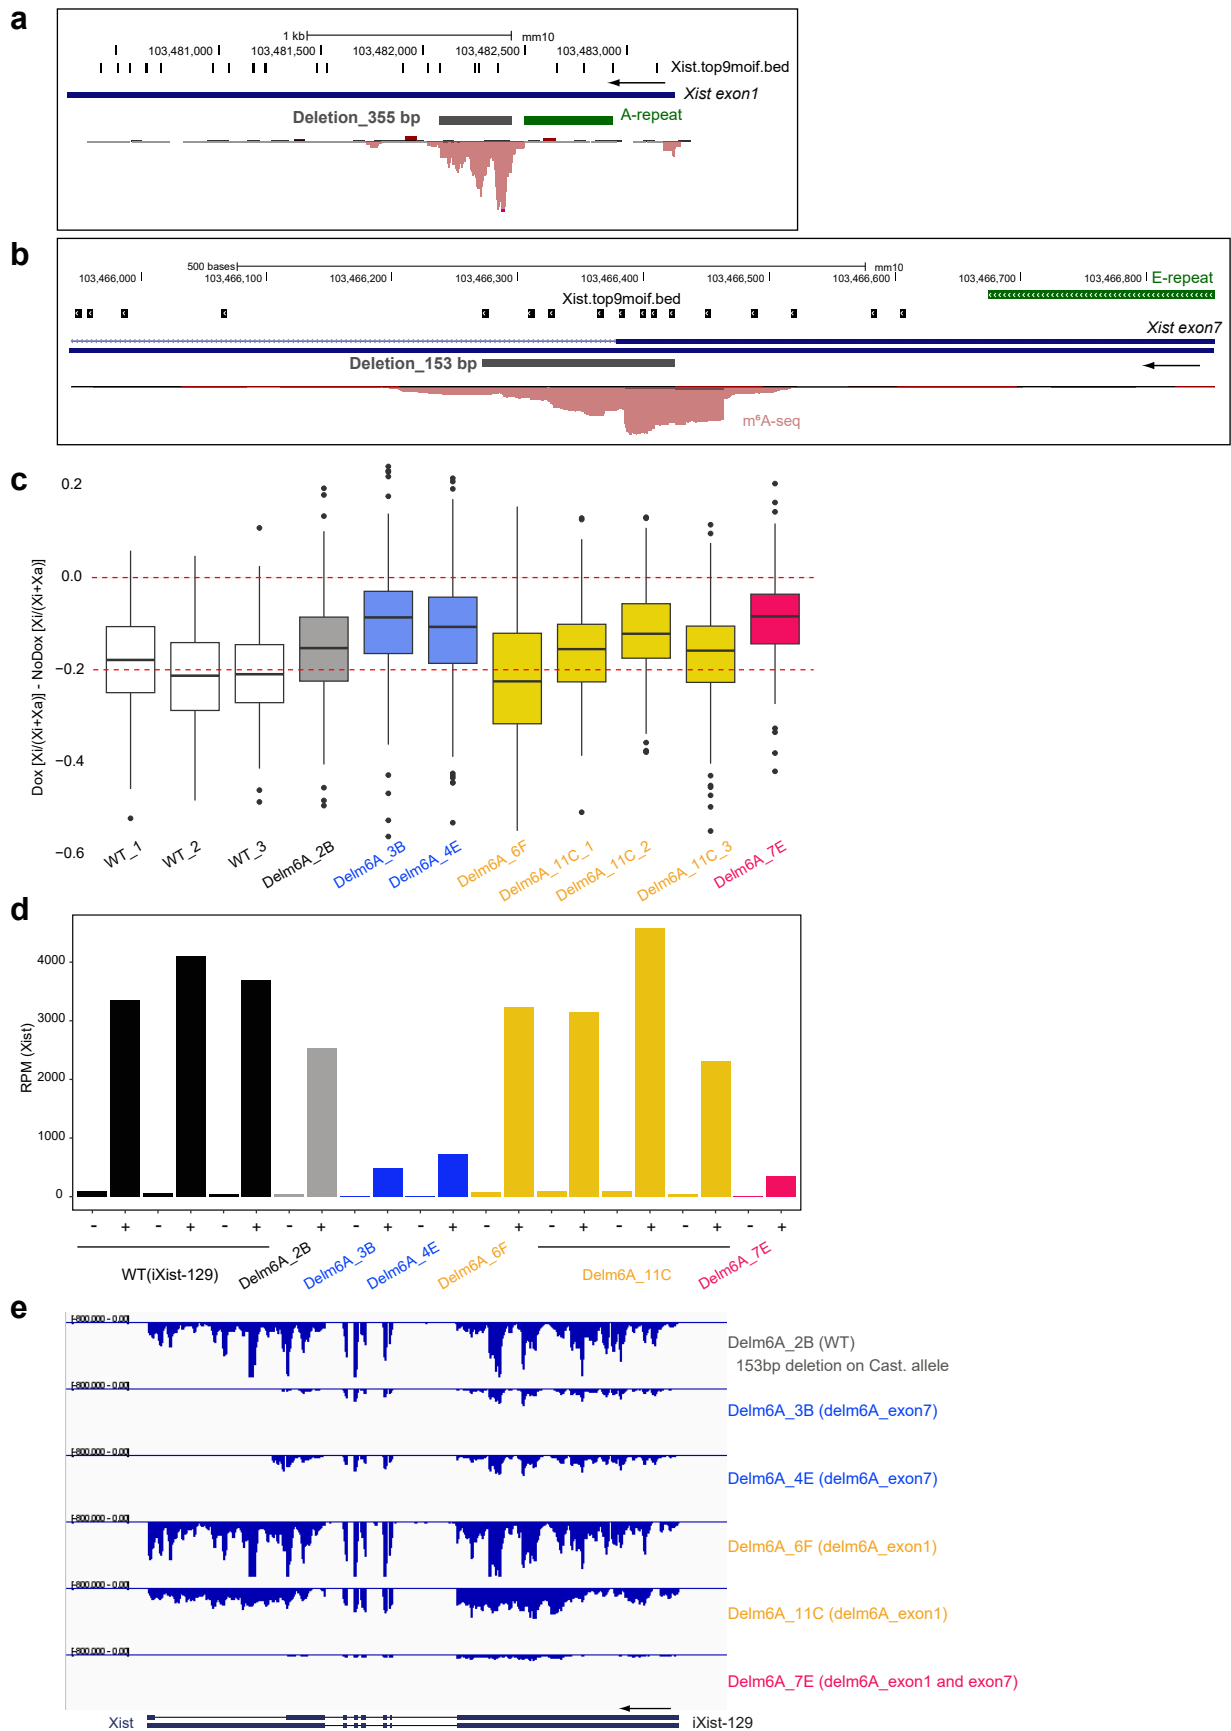

**Supplementary Fig. 2: Analysis of Xist RNA levels and XCI dynamics following deletion of m<sup>6</sup>A regions of Xist exon 1 and exon 7.**

**a,b**, UCSC genome browser view of m<sup>6</sup>A regions downstream of Xist A-repeat (**a**) and E-repeat (**b**), alongside the Xist repeat annotation and m<sup>6</sup>A motifs (DRACH). Xist transcription direction is indicated by the arrowhead.

**c**, Boxplots illustrating changes in allelic expression ratios of X-linked genes between Dox 24 h and NoDox conditions. Red lines indicate allelic ratios of 0 (no silencing) and –0.2 (representing the typical silencing level in WT after 24 h of Dox induction). Blue boxes correspond to exon 7 m<sup>6</sup>A region deletions, yellow boxes to exon 1 m<sup>6</sup>A region deletion, and the purple box to combined exon 1 and exon 7 m<sup>6</sup>A region deletions. Each biological replicate is represented by a separate box. Center line, median; box, 25th and 75th percentiles; whiskers, 1.5× interquartile range.

**d**, Barplot showing Xist RNA expression level at the indicated condition. Each bar represents one biological replicate.

**e**, UCSC genome browser view of Xist expression profile. A summary of deletions is shown to the right. Xist RNA gene structure and transcription direction are shown at the bottom.

**Supplementary Table 1: A summary table of cell lines generated in this study.**

| Degron line                                                                                                                                                                                                            | Clone Name        | Xist Type | XX karyotype |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------|-----------|--------------|
| N-terminal METTL3                                                                                                                                                                                                      | Clone1 (G4)       | Xist      | XX           |
| N-terminal METTL3                                                                                                                                                                                                      | Clone2 (H1)       | Xist      | XX           |
| C-terminal METTL3                                                                                                                                                                                                      | Clone1 (C3)       | Xist      | XX           |
| C-terminal METTL3                                                                                                                                                                                                      | Clone2 (H5)       | Xist      | XX           |
| C-terminal METTL3 degron (H5) + Rosa_WT_METTL3                                                                                                                                                                         | Clone1 (WT_P2B3)  | Xist      | XX           |
| C-terminal METTL3 degron (H5) + Rosa_WT_METTL3                                                                                                                                                                         | Clone2 (WT_1A)    | Xist      | XiO          |
| C-terminal METTL3 degron (H5) + Rosa_WT_METTL3                                                                                                                                                                         | Clone3 (WT_10C)   | Xist      | XiO          |
| C-terminal METTL3 degron (H5) + Rosa_D395A_METTL3                                                                                                                                                                      | Clone1 (D395A_1F) | Xist      | XX           |
| C-terminal METTL3 degron (H5) + Rosa_D395A_METTL3                                                                                                                                                                      | Clone2 (D395A_5B) | Xist      | XiO          |
| C-terminal METTL3 degron (H5) + Rosa_D395A_METTL3                                                                                                                                                                      | Clone3 (D395A_9F) | Xist      | XiO          |
| C-terminal METTL3                                                                                                                                                                                                      | Clone3 (M12D)     | Xist-Bgl  | XX           |
| C-terminal YTHDC1                                                                                                                                                                                                      | Clone1 (Y9F)      | Xist-Bgl  | XX           |
| C-terminal YTHDC1                                                                                                                                                                                                      | Clone2 (Y12H)     | Xist-Bgl  | XX           |
| C-terminal ZCCHC8                                                                                                                                                                                                      | Clone1 (Z4F)      | Xist-Bgl  | XX           |
| C-terminal ZCCHC8                                                                                                                                                                                                      | Clone2 (Z12H)     | Xist-Bgl  | XX           |
| C-terminal ZCCHC8                                                                                                                                                                                                      | Clone3 (Z3A)      | Xist-Bgl  |              |
| C-terminal ZFC3H1                                                                                                                                                                                                      | Clone1 (8H)       | Xist      | XX           |
| C-terminal ZFC3H1                                                                                                                                                                                                      | Clone2 (10A)      | Xist      |              |
| C-terminal ZFC3H1                                                                                                                                                                                                      | Clone3 (11A)      | Xist      | XX [0-138M]  |
| Note: XX (both inactive and active X are present); XiO (only the inactive X is present, but the active X is not detected); XX [0-138M] (The inactive X is SNP informative from 0-138M), empty means not characterised. |                   |           |              |

**Deletions generated in the background of iXist-ChrX129.**

|                | Exon 1 m6A region                  | Exon 7 m6A region                              | note                         |
|----------------|------------------------------------|------------------------------------------------|------------------------------|
| Xist_Delm6A_2B | Cast (WT);<br>129 (WT)             | Cast (153bp deletion);<br>129 (WT)             | WT Xist                      |
| Xist_Delm6A_3B | Cast (WT);<br>129 (WT)             | Cast (153bp deletion);<br>129 (153bp deletion) | study m6A in Exon7           |
| Xist_Delm6A_4E | Cast (WT);<br>129 (WT)             | Cast (153bp deletion);<br>129 (153bp deletion) | study m6A in Exon7           |
| Xist_Delm6A_6F | Cast (WT);<br>129 (355bp deletion) | 129 (WT)                                       | Study m6A in Exon1           |
| Xist_Delm6A_7E | Cast (WT);<br>129 (355bp deletion) | Cast (WT);<br>129 (153bp deletion)             | study m6A in Exon1 and Exon7 |

## Supplementary Table 2: Primers used in this study.

### used for amplifying FKBP12<sup>F36V</sup>

>FKBP12\_F

gtggaaccatctccccaggag

>FKBP12\_R

ttccagttttagaagctccacatcgaagac

### Gibson Cloning primers used for Ythdc1 C-term homology arm and FKBP12<sup>F36V</sup> knockin

>Ythdc1C\_Frag1F

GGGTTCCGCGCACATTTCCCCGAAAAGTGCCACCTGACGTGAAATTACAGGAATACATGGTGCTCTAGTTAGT

>Ythdc1C\_Frag1R

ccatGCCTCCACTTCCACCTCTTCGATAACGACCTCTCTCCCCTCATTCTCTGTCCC

>Ythdc1C\_Frag2F

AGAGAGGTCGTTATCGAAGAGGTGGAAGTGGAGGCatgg

>Ythdc1C\_Frag2R

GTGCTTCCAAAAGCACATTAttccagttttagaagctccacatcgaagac

>Ythdc1C\_Frag3F

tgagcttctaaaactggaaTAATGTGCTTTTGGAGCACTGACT

>Ythdc1C\_Frag3R

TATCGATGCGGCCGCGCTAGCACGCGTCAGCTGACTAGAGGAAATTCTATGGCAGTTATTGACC AAGGTCC

>Ythdc1\_dTAG\_ATT\_A\_R

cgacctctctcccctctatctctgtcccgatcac

>Ythdc1\_dTAG\_ATT\_A\_F

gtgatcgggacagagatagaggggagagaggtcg

### used for knockin validation

>Ythdc1\_CF

GGGATGGAGTGAGTGAACAAG

>Ythdc1\_CR

ACTGAACCGTGAGCAGCTAC

### used for sgRNA cloning

>Ythdc1C\_sgRNA\_F

caccGATAACGACCTCTCTCCCCT

>Ythdc1C\_sgRNA\_R

aaacAGGGGAGAGAGGTCGTTATC

### Gibson Cloning primers used for Zcchc8 C-term homology arm and FKBP12<sup>F36V</sup> knockin

>Zcchc8C\_Frag1F

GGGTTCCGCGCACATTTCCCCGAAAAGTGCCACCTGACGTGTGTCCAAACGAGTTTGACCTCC

>Zcchc8C\_Frag1R

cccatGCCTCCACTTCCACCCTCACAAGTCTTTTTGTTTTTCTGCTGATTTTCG

>Zcchc8C\_Frag2F

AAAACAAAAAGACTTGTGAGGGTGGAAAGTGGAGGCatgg

>Zcchc8C\_Frag2R

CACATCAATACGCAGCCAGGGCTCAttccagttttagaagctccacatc

>Zcchc8C\_Frag3F

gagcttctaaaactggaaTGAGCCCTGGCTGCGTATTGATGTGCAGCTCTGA

>Zcchc8C\_Frag3R

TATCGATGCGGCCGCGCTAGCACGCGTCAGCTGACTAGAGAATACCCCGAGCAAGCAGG

### used for knockin validation

>Zcchc8\_CF  
GAGGGAATGGCGACTCAGATG  
>Zcchc8\_CR  
TGTACACAAAGGTGAGCACACC

### used for sgRNA cloning

>Zcchc8C\_sgRNA\_F  
caccGTGAGTGAGCCCTGGCTGCG  
>Zcchc8C\_sgRNA\_R  
aaacCGCAGCCAGGGCTCACTCAC

### used for sgRNA cloning

>Mettl3N\_sgRNA\_F  
caccgCCTAGCTCCCAGCGCGGACT  
>Mettl3N\_sgRNA\_R  
aaacAGTCCGCGCTGGGAGCTAGGc

### Gibson Cloning primers used for Mettl3 N-term homology arm and FKBP12<sup>Δ</sup>F36V knockin

>Mettl3N\_Frag1F  
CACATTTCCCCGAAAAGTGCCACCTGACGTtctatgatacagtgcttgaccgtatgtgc  
>Mettl3N\_Frag1R  
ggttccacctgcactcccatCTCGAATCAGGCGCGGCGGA  
>Mettl3N\_Frag2F  
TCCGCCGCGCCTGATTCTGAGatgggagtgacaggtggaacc  
>Mettl3N\_Frag2R  
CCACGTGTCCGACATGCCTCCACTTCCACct  
>Mettl3N\_Frag3F  
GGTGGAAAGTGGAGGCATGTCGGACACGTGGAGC  
>Mettl3N\_Frag3R  
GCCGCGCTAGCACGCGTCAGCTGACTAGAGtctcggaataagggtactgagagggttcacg  
>Insert\_sgRNA\_F  
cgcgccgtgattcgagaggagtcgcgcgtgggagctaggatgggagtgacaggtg  
>Insert\_sgRNA\_R  
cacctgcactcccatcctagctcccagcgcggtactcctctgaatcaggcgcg

### used for knockin validation

>Mettl3\_NF  
gaaaatctggggccttaagggc  
>Mettl3\_NR  
gctaaaccgggctctgggga

>GW107\_Mettl3\_CF  
AATTGACGTGGACTGGGCAT  
>GW108\_Mettl3\_CR  
ATTGGGCTAGAGGGGAAACGA

### used for LIC cloning METTL3 to plasmid#669 that has N-terminal GFP

>Mettl3\_LIC\_F  
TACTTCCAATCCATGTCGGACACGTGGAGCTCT  
>Mettl3\_LIC\_R  
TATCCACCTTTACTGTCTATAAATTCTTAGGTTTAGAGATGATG

### used for GFP-METTL3 expression from Rosa26 locus

>GFP-METTL3\_F

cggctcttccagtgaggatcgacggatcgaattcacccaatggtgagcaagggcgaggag

>GFP-METTL3\_R

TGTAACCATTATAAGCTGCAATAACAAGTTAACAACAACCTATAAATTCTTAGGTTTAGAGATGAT

GCCGTCCG

>D395A\_R

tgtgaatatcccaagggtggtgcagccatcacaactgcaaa

>D395A\_F

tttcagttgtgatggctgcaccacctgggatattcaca

##### primers used for ZFC3H1 dTAG degron

## used for gDNA insertion validation

>GW246\_ZFC3H1C\_gDNA\_F

GCCATTGCTGCTGAGATTGC

>GW247\_ZFC3H1C\_gDNA\_R

CAACTAGCAGACTTGTGGCCG

## used for Gibson Assembly

>GW248\_ZFC3H1C\_Frag1F

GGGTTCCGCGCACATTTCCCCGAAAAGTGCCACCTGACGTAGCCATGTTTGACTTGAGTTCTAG  
TG

>GW249\_ZFC3H1C\_Frag1R

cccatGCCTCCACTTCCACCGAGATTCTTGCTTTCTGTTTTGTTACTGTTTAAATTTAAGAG

>GW250\_ZFC3H1C\_Frag2F

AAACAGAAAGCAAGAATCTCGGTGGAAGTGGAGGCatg

>GW251\_ZFC3H1C\_Frag2R

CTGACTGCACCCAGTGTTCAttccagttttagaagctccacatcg

>GW252\_ZFC3H1C\_Frag3F

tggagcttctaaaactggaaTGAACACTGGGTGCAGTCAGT

>GW253\_ZFC3H1C\_Frag3R

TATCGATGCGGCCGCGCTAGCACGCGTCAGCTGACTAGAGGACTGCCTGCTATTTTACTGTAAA  
C

## used for ZFC3H1 C-terminal sgRNA cloning

>GW254\_ZFC3H1C\_sgRNA\_F

caccgAAGCAAGAATCTCTGAACAC

>GW255\_ZFC3H1C\_sgRNA\_R

aaacGTGTTCAGAGATTCTTGCTTc

## sgRNA cloning used for Xist exon7 m6A region deletion

>XistExon7\_sgRNA\_F

caccgCCTAAGGACCCAATCCTATA

>XistExon7\_sgRNA\_R

aaacTATAGGATTGGGTCCTTAGGc

### used for deletion validation (WT:358bp)

>XistExon7\_Deletion\_F

GGTCAGGATTCAAGTGGCTC

>XistExon7\_Deletion\_R

GGGCAGGTCTCATCTTCGAA

# Supplementary material for: m6A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics
**Source:** Nat Struct Mol Biol. 2025 Sep 9;32(11):2242–51. doi: 10.1038/s41594-025-01663-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Sequencing data for ChrRNA-seq, SLAM-seq, MeRIP-seq, and total RNA-seq were generated using the Illumina NextSeq 500 platform. RNA-SPLIT images were acquired with the DeltaVision OMX V3 Blaze system (GE Healthcare). Western blot images were developed using a Konica SRX-101A Medical Film Processor and scanned with a TASKalfa 5004i. qPCR was performed on the Rotor-Gene Q (QIAGEN).                                                         |
| Data analysis   | Bowtie2 (2.3.5 & 2.4.5), SAMtools (1.16.1), STAR (v2.5.2b & 2.7.9a), SNPsplit (0.4.0dev), IGV (2.17.1), Subread (1.5.2), Picard tools (2.25.0), deeptools (3.5.5), bedtools (v2.27.1), Python (3.8.10), TEtranscripts (v2.2.1), R (4.1.0 & 4.2.1), and tidyverse (2.0.0). RNA-SPLIT analysis code has been deposited in github ( <a href="https://github.com/HollyRoach/Automated_RNA-SPLIT">https://github.com/HollyRoach/Automated_RNA-SPLIT</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

High-throughput raw sequencing data as well as key processed data, including ChrRNA-seq, SLAM-seq, MeRIP-seq, and total RNA-seq, are deposited to the National Center for Biotechnology Information's Gene Expression Omnibus (accession number GSE279269).

The mouse genome (mm10) sequence and gene annotation were downloaded from UCSC genome browser (<https://hgdownload.soe.ucsc.edu/downloads.html>).

The whole genome collections of SNP and short indel variants for mouse strains 129S1 and Cast/EiJ (mpg.v5) was downloaded from mouse genome project (<https://www.sanger.ac.uk/data/mouse-genomes-project/>). Gene categories including initial X-linked gene expression level were taken from GSE119602. Gene silencing kinetics data were taken from GSE185843. Promoter chromatin landscape of mm10 genome were retrieved from ([https://github.com/guifengwei/ChromHMM\\_mESC\\_mm10](https://github.com/guifengwei/ChromHMM_mESC_mm10)).

Uncropped western blots and numerical source data are available in source data. Previously published sequencing dataset and imaging dataset used in this study have been specified in the manuscript.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size for RNA-SPLIT and sequencing analysis.<br>For RNA-SPLIT, in theory, analyzing more cells leads to more accurate estimates. A minimum of 20 randomly selected cells at each time point was arbitrarily chosen for the analysis.<br>For western blots, at least two biologically independent replicates were performed.<br>For RNA-seq, either multiple independent clones or 2-3 independent repeats for a single clone were chosen, according to common practice in the field. This design ensures the results are reproducible. |
| Data exclusions | We confirm that no data were excluded for the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | The number of biological replicates are indicated in the text, figure legend, or method section.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | For tissue culture based experiments, all wells in each biological replicate were split from the same batch of cells and randomly divided for each condition.                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | For all the experiments and outcome assessments, the investigators were not blinded. 

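In the inhibitor ChrRNA-seq libraries, DMSO and 10 µM share replicate numbers 1 and 2, and the randomization row is the ground for treating same-numbered libraries as pairs split from the same cells. The correlation across autosomal genes was 0.995 between DMSO replicate 1 and 10 µM replicate 1 and 0.995 between DMSO replicate 2 and 10 µM replicate 2, against 0.992 between the DMSO libraries of these pairs. DMSO replicate 3 correlated at 0.958 with DMSO replicate 1 and at 0.984 with the 20 µM library. The 20 µM and 30 µM libraries carry no replicate number, so no pair was assigned to them.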

This is because no subjective scoring was pre-required for this study as data analysis was all performed by software programs/algorithms.                                                                                                                                                                                                                                                                                                                                                                |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

#### Primary antibody:

anti-METTL3 (Abcam, ab195352, 1:1000), anti-METTL14 (Sigma-Aldrich, HPA038002, 1:1000), anti-RBM15 (Proteintech, 10587-1-AP, 1:1000), anti-YTHDC1 (Sigma-Aldrich, HPA036462, 1:1000), anti-WTAP (Proteintech, 10200-1-AP, 1:1000), anti-m6A (Synaptic Systems, 202 003), anti-TBP (Abcam, ab51841, 1:1000), anti-SETDB1 (Proteintech, 11231-1-AP, 1:1000), anti-ZCCHC8 (Proteintech, 23374-1-AP, 1:1000), anti-ZFC3H1 (Sigma-Aldrich, HPA007151, 1:1000), and anti-KAP1 (Abcam, ab10484, 1:1000).

#### Secondary antibody:

anti-rabbit IgG HRP Donkey (Amersham, NA934V, 1:2000) and anti-mouse IgG HRP Sheep (Amersham, NXA931V, 1:2000).

### Validation

Antibodies are verified by manufacturers using knockouts according to their websites.

Antibodies against mouse METTL3, YTHDC1, ZCCHC8, ZFC3H1 are also verified in this study because the FKBP-V insertion causes the upshift of the protein and the fusion proteins are sensitive to dTAG-13 treatment.

Antibodies against WTAP and RBM15 are also verified in this study by gene knockout.

anti-METTL3 (<https://www.abcam.com/en-us/products/primary-antibodies/mettl3-antibody-epr18810-ab195352>)

anti-METTL14 (<https://www.sigmaaldrich.com/GB/en/product/sigma/hpa038002>)

anti-RBM15 (<https://www.ptglab.com/products/RBM15-Antibody-10587-1-AP.htm>)

anti-YTHDC1 (<https://www.sigmaaldrich.com/GB/en/product/sigma/hpa036462>)

anti-WTAP (<https://www.ptglab.com/products/WTAP-Antibody-10200-1-AP.htm>)

Anti-m6A (<https://sysy.com/product/202003>)

anti-TBP (<https://www.abcam.com/en-us/products/primary-antibodies/tata-binding-protein-tbp-antibody-mabcam51841-bsa-and-azide-free-ab282715>)

anti-SETDB1 (<https://www.ptglab.com/products/SETDB1-Antibody-11231-1-AP.htm>)

anti-ZCCHC8 (<https://www.ptglab.com/products/ZCCHC8-Antibody-23374-1-AP.htm>)

anti-ZFC3H1 (<https://www.sigmaaldrich.com/GB/en/product/sigma/hpa007151>)

anti-KAP1 (<https://www.abcam.com/en-us/products/primary-antibodies/kap1-antibody-ab10484>)

anti-rabbit IgG HRP Donkey (<https://www.cytivalifesciences.com/en/us/shop/protein-analysis/blotting-and-detection/blotting-standards-and-reagents/amersham-ecl-hrp-conjugated-antibodies-p-06260>).

anti-mouse IgG HRP Sheep (<https://www.cytivalifesciences.com/en/us/shop/protein-analysis/blotting-and-detection/blotting-standards-and-reagents/amersham-ecl-hrp-conjugated-antibodies-p-06260>).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

All mouse embryonic stem cells (mESCs) used in this study are female, derived from the F1 2–1 XX mESC line (129/Sv-Cast/Ei), a gift from by J. Gribnau.

Using this background, we developed dox-inducible endogenous Xist cell lines targeted to either the 129S allele (iXist-ChrX129) or the Cast allele (iXist-ChrXCast). For the RNA-SPLIT experiments, we introduced a bgl stem-loop into Xist exon 7 (iXist-bgl) within the iXist-ChrX129 background.

We created N-terminal or C-terminal FKBP-V tagged METTL3 lines on the iXist-ChrXCast background, and C-terminal FKBP-V tagged METTL3 on iXist-bgl-ChrX129. We also generated C-terminal FKBP-V tagged YTHDC1 and ZCCHC8 were established in the iXist-bgl-ChrX129 line, and C-terminal FKBP-V tagged ZFC3H1 in iXist-ChrXCast. To further analyse METTL3 catalytic function, GFP-METTL3 and GFP-METTL3D395A lines were introduced as transgenes at the Rosa26 locus with expression driven by the Rosa26 promoter in one of the C-terminal FKBP-V tagged METTL3 lines in iXist-ChrXCast.

We generated Xist exon 7 m6A region deletions either alone or in combination with Xist exon 1 m6A region deletion in the

|                                                                      |                                                                                                                                                                                                                                    |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                      | iXist-ChrX129 background.                                                                                                                                                                                                          |
|                                                                      | The karyotype of the X chromosome in each cell line was confirmed by PCR, as documented in the manuscript.                                                                                                                         |
| Authentication                                                       | All engineered cell lines were validated at both the genomic level, using PCR, and at the protein level, using Western blot analysis. GFP-METTL3 transgene lines were further validated through microscopy to assess localisation. |
| Mycoplasma contamination                                             | All the cell lines are regularly tested for mycoplasma contamination, and confirmed to be negative.                                                                                                                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this work.                                                                                                                                                                            |

## Plants

|                       |                                    |
|-----------------------|------------------------------------|
| Seed stocks           | Plants are not used in this study. |
| Novel plant genotypes | Plants are not used in this study. |
| Authentication        | Plants are not used in this study. |

# Supplementary material for: m6A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics
**Source:** Nat Struct Mol Biol. 2025 Sep 9;32(11):2242–51. doi: 10.1038/s41594-025-01663-w

Uncropped Western Blot

Fig. 5a

ZCCHC8-dTAG

long exposure

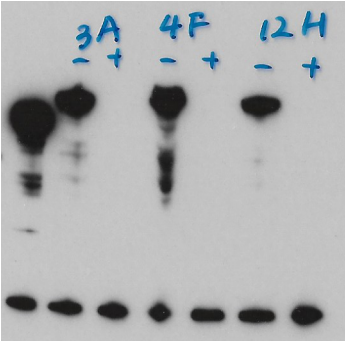

short exposure

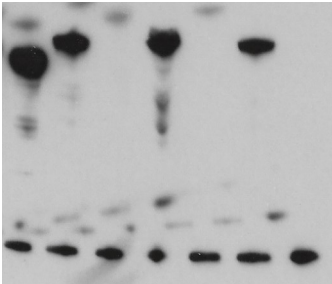

Fig. 5b

ZFC3H1-dTAG

long exposure (30min)

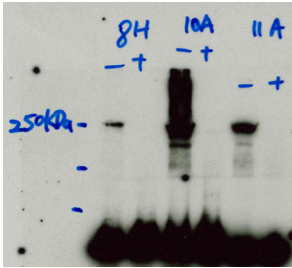

short exposure (1 min)

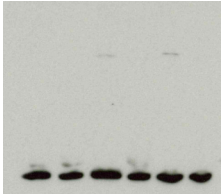

**Supplement:** Supplementary file 12 — Unprocessed western blots.

# Supplementary material for: m6A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics
**Source:** Nat Struct Mol Biol. 2025 Sep 9;32(11):2242–51. doi: 10.1038/s41594-025-01663-w

Uncropped Western Blot

Extended Data Fig. 2a top

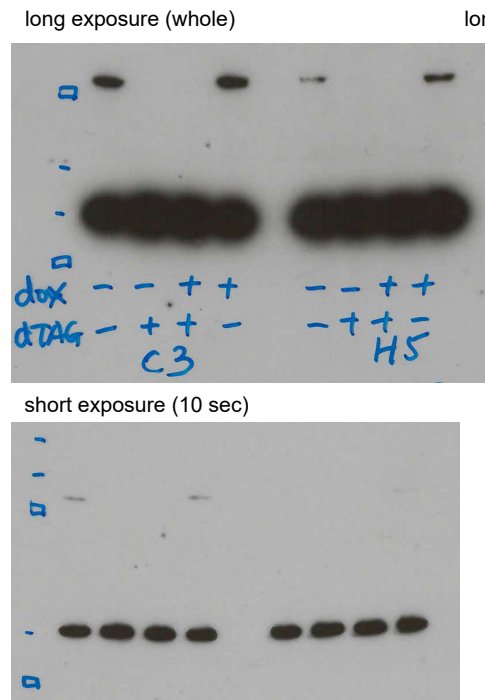

Extended Data Fig. 2a bottom

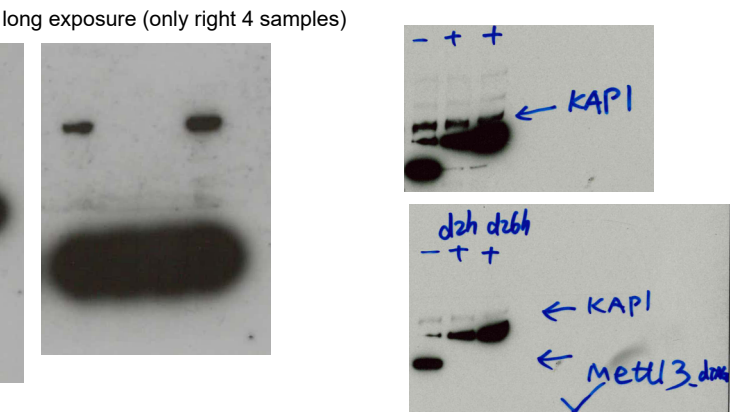

Extended Data Fig. 2b

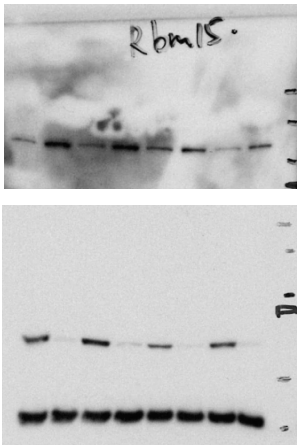

Extended Data Fig. 2c

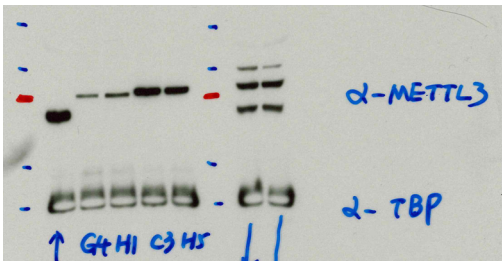

**Supplement:** Supplementary file 16 — Unprocessed western blots.

# Supplementary material for: m6A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics
**Source:** Nat Struct Mol Biol. 2025 Sep 9;32(11):2242–51. doi: 10.1038/s41594-025-01663-w

Uncropped Western Blot

Extended Data Fig. 3b left

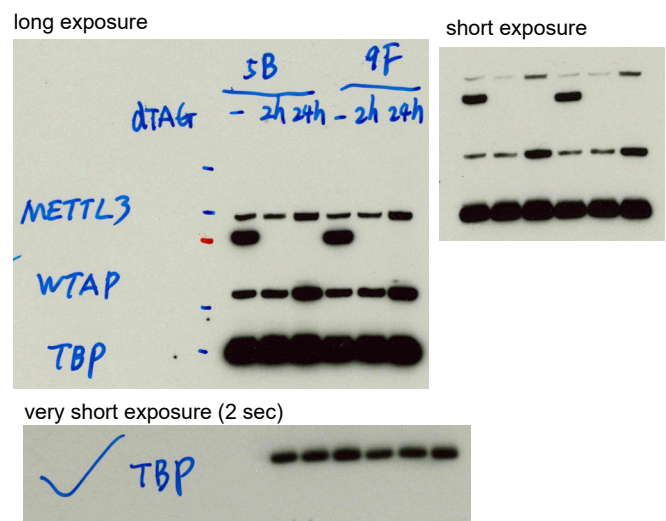

Extended Data Fig. 3b right

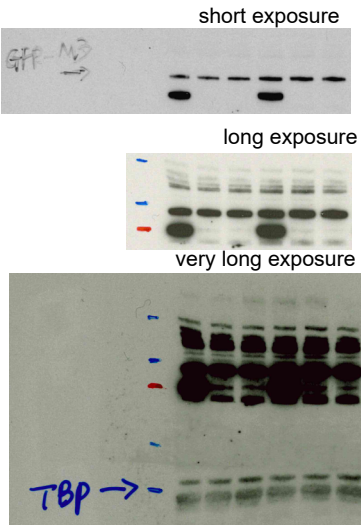

Extended Data Fig. 3b bottom for both left and right

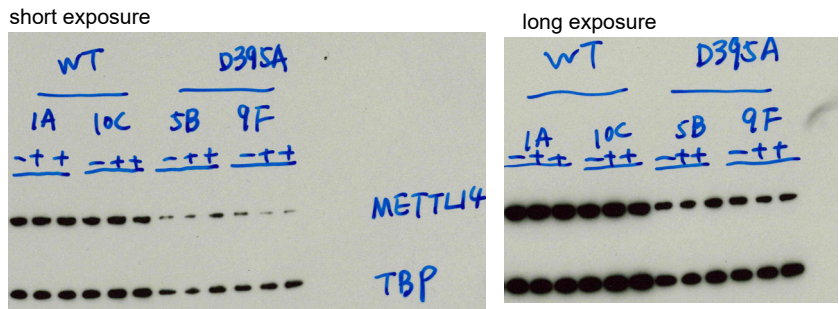

Extended Data Fig. 3c

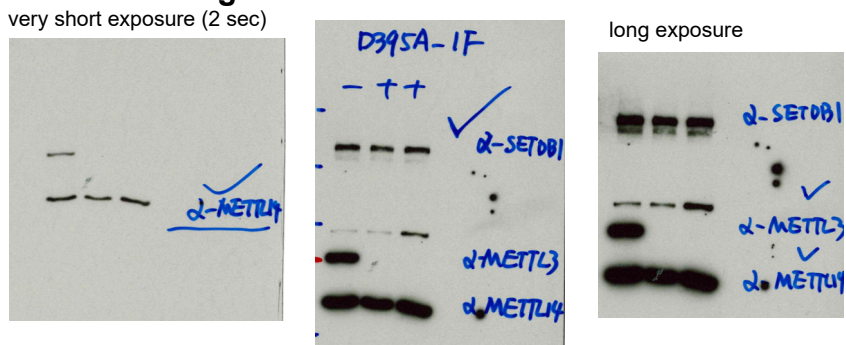

**Supplement:** Supplementary file 17 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

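ChrRNA-seq libraries from C7H8 XX mES cells treated with DMSO (3 libraries) or STM2457 at 10 µM (2 libraries), 20 µM (1 library) or 30 µM (1 library) for 6 h and then for 24 h with Dox were used. The authors removed rRNA reads with bowtie2, aligned the rest to the N-masked mm10 genome with STAR, kept unique alignments, counted read pairs per gene over exons and introns with featureCounts using the strand, and deposited them as RPM, scaled with edgeR to the library's total on genes. The authors split alignments between the parental alleles with SNPsplit and deposited the allelic ratio of each X-linked gene as a fraction, for genes that passed their minimum of SNP-covering reads. The expression table held 22556 genes, 908 of them X-linked, and the ratio table held 386. The paper's source data for Extended Data Fig. 4d held the same 386 genes, with values no more than 5e-07 apart.

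From these values, whole read pairs were recovered from the step between low RPM values of each library, which gave whole numbers for 100% of values above 0. Depth ran from 9300549 to 28030180 read pairs with a median of 23367051, so that 1 read pair was worth 0.108 RPM in the 20 µM library, the shallowest. Wilson intervals (95%) on Xist RPM cover counting error only. The counts behind the allelic ratios are unknown, so the precision of single genes' ratios could not be given.

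The median allelic ratio, log2 Xist RPM and the median Xi and Xa levels were compared between libraries with exact permutation tests, two-sided, as differences of means or as Pearson's r with dose. The DMSO and 10 µM libraries were paired by their replicate numbers 1 and 2, a pairing taken from the sample labels and the paper's statement that the wells of a biological replicate were split from the same batch of cells. Library sets were taken from the sign of principal component 1 of log2(RPM + 1) over 13103 autosomal genes, after the values were seen. In set-adjusted tests each set had its own mean and doses were permuted within sets.

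Genes with a mean of at least 1 RPM over the libraries (13599) were tested with limma 3.58.1 (lmFit and eBayes with trend) on log2(RPM + 1), a scale that understates the change of low genes, with Benjamini-Hochberg adjusted p under 0.05. Allelic ratios were tested with limma on log2 of ratio/(1 - ratio), with ratios limited to 0.01 and 0.99. As alternatives, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run in R 4.3.3 on the recovered read pairs, and the pseudocount (0.1), the filter (a mean of at least 5 RPM, or none), TMM factors, the eBayes trend, the ratio limits (0.05 and 0.95), the genes summarised and each replicate were varied in turn. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

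The fits were tested on simulated counts for 13599 genes with the real means and depths and 200 genes changed. For the dose trend, limma called 187 of the 200 and 8 other genes when the largest change at the highest dose was 2 on the log2 scale. When it was 6, limma on RPM called all 200 and 266 unchanged genes, against 6 with edgeR. The allelic fit called 50 of 50 changed genes among 386 and 1 other. Neither simulation held a difference between the library sets, and each gave every gene the same spread. The real libraries differ by set, so these rates do not give the power or the error rate of the fits on them.

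Genes named in the text are Xist, the RNAs and pathway genes the paper names, the genes with the steepest dose slopes past the threshold whose inhibitor libraries all lie on one side of DMSO (none passed), and the X-linked genes with the steepest allelic slopes past the threshold. Experiments on degron lines, YTHDC1, NEXT and imaging are not analysed here.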

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

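The tests on the 20 µM library were chosen after its values were seen. Of genes the paper does not discuss, 5 reached at least 5000 RPM in an inhibitor library and at least 3 times the highest DMSO library, and all 5 did so in the 20 µM library alone. There Lars2 had 27746.7 RPM, Cmss1 23763.5, Gphn 21617.8, Cdk8 10414.1 and Camk1d 5645.15, against 1505, 5904, 2546, 852 and 789 RPM in DMSO replicate 3. Together they took 8.92% of the reads at 20 µM, 0.700% at 30 µM and 1.16% in DMSO replicate 3, and between 0.212% and 0.237% in the libraries of set 1.

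At 30 µM the median log2 change of these genes over DMSO replicate 3 was -0.163 times that at 20 µM. The genes were chosen for being high in any 1 inhibitor library and were so at 20 µM, which left their levels at 10 µM and 30 µM free. Their share was 0.700% at 30 µM against 1.16% in DMSO replicate 3. It was 0.228% and 0.212% at 10 µM, against 0.237% and 0.236% in the same-numbered DMSO libraries. Of the 5, only Camk1d was higher at 30 µM than in DMSO replicate 3, at 832 against 789 RPM. These shares argue against a rise of the 5 genes with dose, although 20 µM and 30 µM had 1 library each. Weaker separation of chromatin from cytoplasmic RNA was tested over the other genes, where the difference between 20 µM and 30 µM had a Spearman's rho of -0.22 with gene length across genes, short of the -0.3 set for it. Taking the 5 genes out of the total raised the Xist level of the 20 µM library by 9.79%, just under the 10% set for a shift in scaling, and its fold over DMSO replicate 3 became 1.41. That rise is fixed by the 8.92% share of the 5 genes and is the same for every other gene. It restates the share and is no separate test of a shift in scaling. With 1 library at this dose, a sample-specific technical source remains possible, since the only such source tested was one that follows gene length. Reads shared with near-identical copies or with rRNA could not be tested because read sequences were not used here.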

How the results depend on the processing

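Alternatives were set before the data were examined, except the library-set adjustment, which was chosen after seeing the data. The cause was not tested for any change below unless stated.

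The fall of the median allelic ratio and of the median Xi level with dose kept its direction and its side of the threshold of the exact permutation test of Pearson's r, before adjustment, under each of these alternatives, with r from -0.904 to -0.823 for the ratio under the other gene sets and summaries and from -0.958 to -0.859 across the 5 tests that each left out one replicate. Both lost the threshold without the 20 µM and 30 µM libraries, a test that could not have kept it, and with Spearman's rho. With the library set adjusted both kept it before adjustment and lost it only after adjustment over the 4 dose relations. Without the 20 µM and 30 µM libraries r was -0.204 for the ratio (exact permutation test, p = 0.8) and -0.360 for the Xi level (exact permutation test, p = 0.6). The 10 assignments of these 5 libraries allow no p under 0.05, so this test cannot decide. With the library set adjusted, r was -0.984 for the ratio and -0.974 for the Xi level. Both had p = 0.0278 (exact permutation tests), the smallest the 36 assignments can give. The p adjusted over the 4 dose relations by Benjamini-Hochberg rose from 0.0286 to 0.0556 for both (exact permutation tests), although r was stronger than without the set. With both already at the smallest p, the adjusted p could be lower only if another relation also reached it. The rise is thus no sign of a weaker relation. With Spearman's rho in place of r the adjusted p was 0.114 for both (exact permutation tests). With TMM factors rho for the Xi level was -0.954 (exact permutation test, p = 0.00476 before adjustment), so its rho depends on the scaling. Rescaled to the sum over autosomal genes, it stayed at -0.767. Dose as a rank cannot move these results because the doses are evenly spaced. The difference in median allelic ratio between 10 µM and DMSO became 0.00529 with genes at or above the median expression, where both paired differences were still negative, and ran from -0.0202 to 0.00201 across the 5 fits that each left out one replicate. The 10 µM difference in Xist level was 0.0641 with the replicate block and ran from -0.4655 to 0.0641 across those 5 fits. The block and the fit without DMSO replicate 3 use the same 4 libraries. The Xist trend had r = 0.794 on the raw scale (exact permutation test, p = 0.0333) and from 0.690 to 0.923 with one replicate left out. The highest was without DMSO replicate 3 (exact permutation test, p = 0.0111), the only one of these fits under 0.05. The Xa trend ran from 0.644 to 0.916 with one replicate left out. Its highest was also without DMSO replicate 3 (exact permutation test, p = 0.0111), again the only one under 0.05. With TMM factors the Xa r was 0.51, and with genes at or above the median expression it was 0.471. Where DMSO replicate 3 is left out, set 1 holds only 0 and 10 µM and set 2 only 20 and 30 µM. Dose still varies within each set, but the pooled values do not adjust for the set. They cannot then tell dose from a difference between the sets.

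At 10 µM, 0 genes passed the threshold (212 at an unadjusted p under 0.05), against 1 with DESeq2, 1020 with the replicate block (561 higher, 459 lower) and from 0 to 1 across the 3 fits that each left out one DMSO replicate. Leaving out a 10 µM replicate left 1 library in that arm and gave no gene count. The block fit used only the same-numbered pairs and also fitted the block, so its error rests mostly on the variance limma shares across genes. The same libraries without the block, the fit without DMSO replicate 3, gave 1 gene. No simulation covered the block, so the 1020 genes are weak ground for a broad change at 10 µM. For the dose trend 0 genes passed (1174 unadjusted), against 121 with DESeq2, 27 with the library set adjusted and from 0 to 2485 with one replicate left out, the highest without DMSO replicate 3. For any dose 0 passed (229 unadjusted), against 6 with DESeq2 and 2 with the library set adjusted. For the 36 dose assignments within sets, 4 gave at least 27 genes, and the largest other count was 173.

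The allelic ratio changed with dose in 55 genes, against 16 with the untransformed ratio, 100 of 193 genes at or above the median expression, 25 with the library set adjusted and from 0 to 168 with one replicate left out. Of the 36 assignments within sets, 1 gave at least 25 genes, the real one, and the largest other count was 1.

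Of 248 slopes of named genes under an alternative, 220 kept direction and side of the threshold, 10 were weaker, 4 stronger and 14 reversed. Reversed slopes per 10 µM (log2) with the library set adjusted were 0.003305 for Rbm15, -0.01473 for Ythdc1, 0.01201 for Zfc3h1, -0.06943 for Spen, 0.02792 for Hdac3, -0.07679 for Hnrnpu and 0.0003861 for Hnrnpk. With one replicate left out, slopes ran from -0.0172 to 0.1321 for Neat1 and from -0.01381 to 0.02785 for Hnrnpu, negative for Neat1 without DMSO replicate 3 and for Hnrnpu without DMSO replicate 1 (-0.0105) or 2. Other reversals were Hnrnpk 0.005794 with edgeR, and Zfc3h1 0.02214 with TMM factors, 0.03281 with edgeR and 0.02675 with DESeq2. None of these reversed slopes passed the threshold. The 20 µM library is the shallowest and, with the 30 µM library, has no replicate, which limits every statement about those doses to single libraries.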

Differences from the paper's values

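The per-library medians of the allelic ratio equal those of the paper's source data under the main setting. The paper states that Xist RNA levels rise at the low dose. Over the 3 DMSO and 2 10 µM libraries the mean log2 difference was -0.27, the other direction. This pooled value includes DMSO replicate 3, whose set holds no 10 µM library, so it mixes dose with the set. Within the same-numbered pairs Xist RNA levels were 1.07-fold and 1.02-fold those of DMSO, the paper's direction. The mean log2 difference was 0.06 with the replicate block and 0.06 without DMSO replicate 3, the settings set before the data were examined under which the direction was the paper's. Under the TMM, autosomal-sum, upper-quartile and raw-scale settings it stayed negative, but none of these settings adjusts for the set.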

Other observations

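The tests of feeder markers (values of a pair of the markers had been seen), of depth, of the Xa level and of Kcnq1ot1 were chosen after the results were seen. Among all 35 splits of the 7 libraries into 4 and 3, the split that follows the sets gave 8011 genes past the threshold. The real split of any dose against DMSO gave 0, as did 12 of the 12 splits that part both same-numbered pairs, a design in which a share under 0.05 cannot be reached. With a real count of 0, every one of the 35 splits gives at least as many whatever the data, so this comparison carries no information. Summed levels of 12 fibroblast markers were 1.1 times as high in set 2 as in set 1 and overlapped between the sets, so these markers do not separate the sets. Summed levels of 4 Y-linked genes, which XX cells lack, were 0.0478, 0.178, 0.0394 and 0.128 RPM in the libraries of set 1 and 0.2794, 0.215 and 0.2996 RPM in those of set 2, each higher than every library of set 1. They rest on 1, 5, 1 and 3 read pairs in set 1 and 6, 2 and 7 in set 2, a difference that was not tested on so few reads, so carry-over of feeder cells is not excluded. Depth overlapped too, with 21472037 read pairs in DMSO replicate 3, inside the range of set 1. The difference between DMSO replicate 3 and DMSO replicates 1 and 2 had a Spearman's rho of 0.319 with gene length across genes, so a gene length bias may contribute. No biological explanation was tested.

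DMSO replicate 3 had both more Xist RNA and a lower median allelic ratio than DMSO replicates 1 and 2, without inhibitor. If this were the inhibitor's response, the same genes would be expected to change. Across genes, its change from DMSO replicate 1 had a rho of -0.0421 with the change from DMSO replicate 2 to 10 µM replicate 2, both in allelic ratio. The allelic ratio changes in both 10 µM pairs had a rho of only 0.00219 with each other across genes, although most genes fell in each pair. The ranking of genes by their change in allelic ratio was thus not shared between the pairs, and the test cannot tell whether the same genes respond. The 20 µM and 30 µM libraries were not used because their only DMSO library of the same set is DMSO replicate 3 itself.

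On RPM the fall of the allelic ratio within sets was mostly a fall of the Xi level. The set-adjusted slope of the median Xa level was 0.0109 per 10 µM against -0.17 for the Xi. With TMM factors, over all libraries and without the set, the Xa slope was 0.0623 against -0.197 for the Xi. Set-adjusted slopes were not computed with TMM factors, so a smaller rise of the active allele is not excluded. A hypothesis that the same genes respond as after METTL3 depletion gave a rho of 0.124 across 369 genes with the paper's degron differences, and 3 of the 36 dose assignments within sets gave one as large. The slopes of fast, medium and slow silencing genes (94, 109 and 121 genes) had medians of -0.0216, -0.0192 and -0.0178 per 10 µM. The largest difference between them was 0.00381, and 4 of 36 assignments gave one as large, so a class difference was not detected.

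Kcnq1ot1, an m6A-modified RNA the paper reports on after METTL3 depletion, had 1392, 1401 and 2543 RPM in DMSO, 1481 and 1483 RPM at 10 µM, 3126 RPM at 20 µM and 3553 RPM at 30 µM. Within sets it was 1.06-fold in both 10 µM pairs, 1.23-fold at 20 µM and 1.40-fold at 30 µM. Its set-adjusted slope of 0.15 (log2 per 10 µM) was at the 97.5 percentile of the 200 genes nearest in level, exactly on the limit set for a general rise of abundant RNAs. Few genes of that level thus rose as much, which goes against a general rise, but the value does not pass the limit. Over all libraries its adjusted p was 0.508 (limma), and Malat1 and Neat1 had 0.716 and 0.901 (limma).

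As a group, 1039 genes with an m6A peak in the part of the paper's list that was used (chromosomes 1, 2, 3 and 4) had a median set-adjusted slope of 0.00400, at the 13.21 percentile of 10000 random lists matched on expression and length, and 7 of 36 assignments gave a difference as large. A shift of methylated RNAs as a group was not detected.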
